# Expression profiling in transgenic FVB/N embryonic stem cells overexpressing STAT3

**DOI:** 10.1186/1471-213X-8-57

**Published:** 2008-05-23

**Authors:** Paolo Cinelli, Elisa A Casanova, Syndi Uhlig, Priska Lochmatter, Takahiko Matsuda, Takashi Yokota, Thomas Rülicke, Birgit Ledermann, Kurt Bürki

## Abstract

**Background:**

The transcription factor STAT3 is a downstream target of the LIF signalling cascade. LIF signalling or activation is sufficient to maintain embryonic stem (ES) cells in an undifferentiated and pluripotent state. To further investigate the importance of STAT3 in the establishment of ES cells we have in a first step derived stable pluripotent embryonic stem cells from transgenic FVB mice expressing a conditional tamoxifen dependent STAT3-MER fusion protein. In a second step, STAT3-MER overexpressing cells were used to identify STAT3 pathway-related genes by expression profiling in order to identify new key-players involved in maintenance of pluripotency in ES cells.

**Results:**

Transgenic STAT3-MER blastocysts yielded pluripotent germline-competent ES cells at a high frequency in the absence of LIF when established in tamoxifen-containing medium. Expression profiling of tamoxifen-induced transgenic FVB ES cell lines revealed a set of 26 genes that were markedly up- or down-regulated when compared with wild type cells. The expression of four of the up-regulated genes (Hexokinase II, Lefty2, Pramel7, PP1rs15B) was shown to be restricted to the inner cell mass (ICM) of the blastocysts. These differentially expressed genes represent potential candidates for the maintenance of pluripotency of ES cells. We finally overexpressed two candidate genes, Pem/Rhox5 and Pramel7, in ES cells and demonstrated that their overexpression is sufficient for the maintenance of expression of ES cell markers as well as of the typical morphology of pluripotent ES cells in absence of LIF.

**Conclusion:**

Overexpression of STAT3-MER in the inner cell mass of blastocyst facilitates the establishment of ES cells and induces the upregulation of potential candidate genes involved in the maintenance of pluripotency. Two of them, Pem/Rhox5 and Pramel7, when overexpressed in ES cells are able to maintain the embryonic stem cells in a pluripotent state in a LIF independent manner as STAT3 or Nanog.

## Background

ES cell lines that maintain their pluripotency after transfection and selection procedures are essential for the introduction of selected targeted mutations into the mouse germ-line. Pluripotent ES cells are established *in vitro *from the inner cell mass (ICM) cells of explanted blastocyst-stage embryos [1-3]. Murine ES cells are maintained in a pluripotent state by co-culturing with mitotically-inactivated feeder cells, such as embryonic fibroblasts, and/or the addition of leukaemia inhibitory factor (LIF: [4,5]). These ES cells can be maintained indefinitely in the presence of LIF, and express markers of the undifferentiated and pluripotent state, including the POU-domain transcription factor OCT-3/4 (POU5F1), a factor that is essential for the development of the ICM (reviewed by [6]; [7]). Upon removal of LIF, the cells rapidly lose self-renewal capacity and differentiate into a variety of cell types. LIF belongs to the Interleukin-6 family of cytokines and the members of this family have diverse effects on a variety of cell types [8]. The shared usage of signal transducers (i.e. gp130) in the multichain cytokine receptor complexes clearly explains the functional redundancies of these cytokines (reviewed by [9]).

The pathway by which LIF signalling acts to promote ES cell self-renewal has been partially well studied (reviewed by [10]). LIF signals via heterodimerization of the two class I cytokine receptors, the low affinity LIF receptor (LIFR) and the common subunit, gp130. The cytoplasmic domain of gp130 contains several tyrosinase residues that are phosphorylated by associated JAK (Janus kinase) kinases after ligand-stimulated dimerization. Four of these phosphorylated tyrosines have been identified as putative interaction sites with the SH2 (Src homology 2) domain of the transcription factor STAT3 (signal transducer and activator of transcription; [11]). Stimulation of gp130 signalling in ES cells also phosphorylates SHP-2 (SH2-domain-containing tyrosine phosphatase) and leads to activation of the mitogen-activated protein (MAP) kinases ERK1 and ERK2 [12]. Inhibition of the SHP-2/RAS/ERK pathway promotes self-renewal and suppresses differentiation and treatment of mouse ES cells with the MAPK-inhibitor PD098059 [13] was shown to enhance self-renewal [14].

Matsuda et al. (1999) have shown that activation of the STAT3 transcription factor is sufficient to maintain mouse ES cells in an undifferentiated state in the absence of LIF [15]: An inducible transgene construct encoding the entire STAT3 coding region fused to the mutated ligand-binding domain of the estrogen receptor (STAT3-MER) was introduced into ES cells. ES cells expressing the STAT3-MER fusion protein maintained their undifferentiated state in the presence of OHT and in the absence of LIF [15]. This study highlighted the importance of STAT3 pathway in maintenance of ES cell pluripotency *in vitro*. However, the *in vivo *relevance of the LIF pathway is to date still not clear; LIF expression can be detected in the trophectoderm (TE) of the blastocyst whereas LIF receptor is expressed in the ICM. However, neither LIF mutants [16] nor mutants of the receptors LIFR [17,18] and gp130 [19] result in any defects in the development of the ICM or early epiblast. Recent evidence suggests that the LIF pathway is necessary for survival of the mouse epiblast during diapause [20].

ES cell lines derived from different mouse strains exhibit variable degrees of LIF dependency as demonstrated in STAT3 gene targeting experiments by Raz et al. [21]. ES cells heterozygous for a STAT3 mutation could only be established from E14 cells (129P2/OlaHsd; [22]). Targeted clones from other cell lines were invariably trisomic for chromosome 11 that carries the STAT3 locus, and thus retained normal levels of activated STAT3.

To date it is unclear if higher amounts of STAT3 in the inner cell mass of blastocyst support the survival and derivation of pluripotent ES cells, especially in so called non-permissive mouse strains like FVB/N. The inbred mouse strain FVB/N is widely used for the generation of transgenic animals [23], however only one germline competent ES cell line has been reported [24]. We therefore, in a first step, generated FVB/N transgenic mice overexpressing a tamoxifen inducible STAT3 (STAT3-MER). Our data demonstrated that overexpression of STAT3 in the ICM of the blastocyst supports the establishment of ES cells in the FVB/N mouse strain. ES cell lines overexpressing STAT3-MER were germline-competent whereas the only WT line that we could establish was not germline-competent.

Recent studies have begun to identify key players involved in the intracellular signal transduction pathways regulating stem cell renewal and proliferation. Several transcription factors including the OCT-3/4 have been shown to be essential to maintain pluripotency in the ICM, but none had been shown to function independently of the LIF pathway with exception of the newly identified homeobox transcription factor Nanog, that directs pluripotency in mouse ICM and mouse ES cells and functions independently from LIF dependent STAT3 activation [25,26]. Nanog is detected in the ICM and early germ cells, as well as in the ES and embryonic carcinoma (EC) cell lines derived from these stages [25]. Overexpression of Nanog relieves mouse ES cells cultured without feeder cells in the presence of serum from dependence on LIF stimulation for self-renewal whereas Nanog-deficient mouse ES cells loose pluripotency and differentiate into extra embryonic endoderm lineages [26].

We have further focused our study on the STAT3 pathway in order to elucidate the differences between WT and STAT3 overexpressing embryonic stem cells. We performed microarray-analysis comparing WT and STAT3-MER overexpressing FVB/N ES cells and identified a pool of genes that were differentially expressed. From the microarray dataset, we screened for potential candidates of pluripotency by their expression pattern in the early preimplantation embryo. Among these, we confirmed Pem/Rhox5 and Pramel7 as regulators of pluripotency using functional studies: ES cells overexpressing Pem/Rhox5 and Pramel7 were able to maintain typical pluripotent ES cell morphology in the absence of LIF, as well as the characteristic pluripotency-related markers SSEA-1 and Oct4 in a similar extent as Nanog which was used as a positive control. This clearly demonstrates that these two STAT3-pathway related genes are involved in the maintenance of pluripotency.

## Results

### Generation of transgenic mice overexpressing STAT3-MER

We produced FVB/N transgenic mice overexpressing a fusion protein composed of the entire coding region of mouse STAT3 and the modified ligand-binding domain (G525R) of the mouse estrogen receptor [15]. The modified ligand-binding domain binds the synthetic steroid ligand 4-hydroxytamoxifen (4OHT) but not 17β-estradiol [30]. The expression of the transgene is driven by a chicken β-actin promoter and therefore is expected to be ubiquitously expressed. After injection of the construct into the pronucleus of fertilized FVB/N eggs we obtained seven positive founder animals. When crossed with wild-type FVB/N partners, six of them showed germline transmission. A multiple tissue analysis was performed, by western blotting, in order to define animals exhibiting ubiquitous expression (data not shown). Two of highest STAT3-MER expressing lines (Tg741 and Tg743) were selected for further experiments. Both transgenic lines contained a single integration of the transgenic cluster and were maintained in a hemizygous state by constant breeding with WT FVB/N mice.

### Overexpression of inducible active STAT3-MER enables the establishment of germline competent ES cells from FVB/N blastocysts

In order to test if the overexpression of STAT3-MER would allow the establishment of germline competent ES cells from the FVB/N mouse strain, morulae were flushed from the uterotubal junction 3 days after mating and cultured overnight in M16 medium (Sigma). Fully expanded blastocysts were transferred onto MEF as described in "Methods". Full-grown ICMs were picked from the outgrown TE and dissociated mechanically into groups of cells and these aggregates reseeded onto embryonic feeder fibroblasts. 3–4 days later, compact stem cell colonies could be identified. Single colonies were dissociated as described above and reseeded. Non-differentiating clonal lines were further passaged and split after 2–3 generations for further characterization. Embryos were cultivated in medium containing either LIF or OHT. We were able to establish both wild type and transgenic ES cell lines. However, even if ICMs from WT embryos were able to outgrowth from the TE in presence of OHT it was impossible to generate ES cell colonies during the further steps of cultivation and WT ES cells were only obtained when LIF was present in the medium (Table 1). When using OHT-supplemented medium without LIF 43–71% of the embryos from both Tg741 and Tg743 transgenic lines yielded ES cell lines, all of which were transgenic (Table 1). Because the mice used were hemizygous for the transgene, and therefore only 50% of the embryos is expected to be transgenic, it is fair to assume that we were able to derive ES cells from virtually all the transgenic embryos. These results strongly indicate a supportive effect of active STAT3-MER on the maintenance of pluripotent ES cells. The newly established ES cell lines overexpressing STAT3-MER were cultivated further only in presence of OHT without LIF. In order to confirm the pluripotency of these ES cells, karyotypically normal male cells from both transgenic lines (Tg741 and Tg743) were injected into C57BL/6 host blastocysts. Chimeric males were identified by the absence of eye (pink) and coat (albino) pigmentation and mated to wildtype FVB/N females. Germline transmission of the FVB/N ES cell genome resulted in albino offspring (Figure 1D). None of the 5 FVB WT ES cell lines was able to produce chimeras when injected into C57BL/6 blastocysts (data not shown). To confirm that overexpression of active STAT3 supports the survival and derivation of pluripotent ES cells also in the F1 generation, transgenic germline F1 offspring from the line Tg741 were mated to wildtype animals. Blastocyst stage embryos were isolated and cultivated as previously described, if cultivated in presence of OHT stem cell lines could be established from 44% of the embryos, all lines being transgenic (Table 1).

**Table 1:** Establishment of FVB/N ES cells

**Founder Line**	**No Of embryos**	**Medium Supplements**	**No of ICM picked**	**No of stem cell colonies**	**Cell lines**	**Transgenic**
WT	15	LIF	8 (53%)*	5 (62%)**	5	-
	15	OHT	4 (27%)*	0 (0%)**	-	-
741	28	OHT	23 (82%)*	10 (43 %)**	7	7 (100 %)^#^
743	28	OHT	14 (50%)*	10 (71 %)**	10	10 (100 %)^#^
741-F1	26	OHT	18 (69%)*	8 (44 %)**	8	8 (100 %)^#^

* percent ICM per plated embryo; ** percent colonies per picked ICM

^# ^percent transgenic per cell lines

WT FVB/N or hemizygous FVB/N males carrying the STAT3-MER transgene (lines 741 and 743) were mated with WT FVB/N females. Blastocysts were cultivated either in presence of LIF or OHT. Outgrown ICM's were picked and cultivated till ES cell colonies were visible. Cells were tested for the presence of the transgene by PCR analysis. As expected it was possible to establish WT ES cells only in presence of LIF but not when OHT alone was added to the culture. Furthermore in presence of OHT both transgenic lines 741 and 743 generated ES cell colonies that were carrying the transgene. Because theoretically only 50% of the blastocysts were expected to be transgene it is to assume that the establishment frequency was almost 100%. After generation of germline competent chimera with the newly established 741 cell line hemizygous transgenic F1 animals were generated and mated with WT FVB/N females. In this breeding the establishment efficiency in presence of OHT was similar to one observed in the parental blastocysts indicating that the STAT3-MER induced stabilization is kept also in the F1 generation.

**Figure 1:**
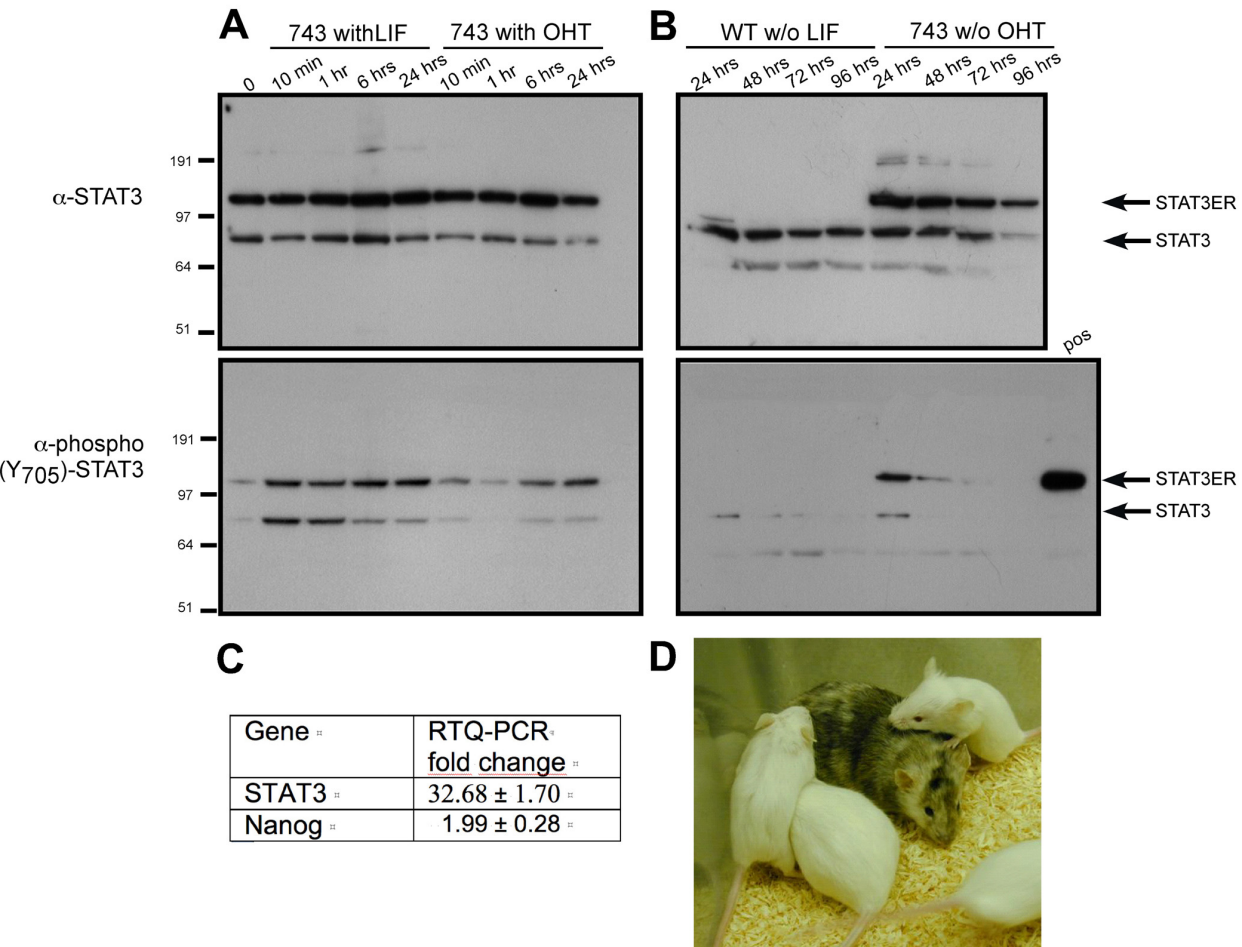
**Characterization of the 743 transgenic ES cell line**. **A. **Phosphorylation/dephosphorylation analysis of Tyr705 in endogenous and transgenic STAT3. After 24 hours of LIF and OHT deprivation cells were cultivated till their homogenization in presence of either LIF or OHT. During LIF or OHT deprivation no changes in the protein expression levels could be detected, but after 24 hrs the Tyr705 residue of both transgenic and WT STAT3 was completely dephosphorylated. 10 minutes after addition of LIF the tyr705 residue of both STAT3 was phosphorylated whereas after addition of OHT complete phosphorylation was obtained only after 6 hrs. **B. **Dephosphorylation of Tyr705 was analyzed by eliminating LIF or OHT from respectively WT or 743 cells. Kinetics for the dephosphorylation were slower then for the phosphorylation, only after 48 hrs dephosphorylation of WT Tyr705 was complete whereas complete dephosphorylation of STAT3-MER occurred only after 72 hrs. **C. **Nanog and STAT3 expression levels were tested by RTQ-PCR. Values are normalized with β-actin and the values indicate fold changes compared to the WT. Both WT and 743 ES cell lines expressed Nanog and the transgenic 743 ES cells have an increased Nanog expression compared to WT. **D.** After injection of 743 in C57BL/6 host blastocysts a 50–60% chimera was generated. Littermates from the crossing of the chimera with a WT FVB/N female generated white littermates, 50% of which were hemizygous for the transgene, indicating germline competence of the 743 cell line.

### Characterization of the newly established FVB/N ES cells overexpressing STAT3-MER

The expression level of STAT3-MER in the ES clones obtained from the line 743, was tested by western blot (see Figure 1A and 1B). Upon LIF stimulation STAT3 is phosphorylated on the tyrosine residue (Y705), dimerizes and can bind DNA [31,32]. In order to test if OHT is able to induce STAT3-MER phosphorylation FVB/N ES cells expressing STAT3-MER were first deprived of LIF or OHT for 24 hrs, after this time the Tyr705 residues of both the endogenous STAT3 and STAT3-MER were completely dephosphorylated. After the 24 hrs deprivation cells were stimulated either with LIF or OHT for 10 minutes up to 24 hours and further cultivated in presence of LIF or OHT till their homogenization. Cell extracts were separated by SDS-PAGE, blotted and probed with anti-STAT3 and anti-phospho (Y705) antibodies. LIF stimulation induced tyrosine phosphorylation of both endogenous STAT3 and STAT3-MER (Figure 1A). As previously observed [15], endogenous STAT3 was rapidly phosphorylated whereas phosphorylation kinetics of STAT3-MER were slower. In ES cells derived from Tg743 stimulation with OHT resulted in a strong tyrosine phosphorylation of STAT3-MER, but only a limited phosphorylation could be detected for endogenous STAT3 (Figure 1A). During the 24 hours of induction with either LIF or OHT expression of Oct4 was confirmed (data not shown). Dephosphorylation kinetic of Tyr705 was also analyzed by eliminating LIF or OHT from the medium of respectively WT or 743 cells. Kinetics for the dephosphorylation were slower then for the phosphorylation, only after 48 hrs dephosphorylation of WT Tyr705 was complete whereas complete dephosphorylation of STAT3-MER occurred only after 72 hrs. Dose dependence for dephosphorylation could also be observed. In ES cells derived from the Tg743 line, expressing higher amounts of STAT3-MER, dephosphorylation was slower compared to cells derived from the lower expressing Tg747 line (data not shown).

### ES cells overexpressing STAT3-MER express the typical ES-cell markers

ES cells, as well as cells of the ICM of mouse blastocysts, express a panel of markers that are used to characterize undifferentiated, pluripotent embryonic cells, between them Nanog, alkaline phosphatase, OCT-3/4 and SSEA-1 are the most typically used. Nanog expression was tested by RTQ-PCR; both WT and 743 ES cells expressed Nanog and a light overexpression could be detected in the 743 cells if compared with WT cells after normalization with the housekeeping gene β-actin (Figure 1C). The expression of the transcriptional factor OCT-3/4 and the surface marker SSEA-1 was tested by immunohistochemistry (Figure 2A); WT FVB as well as both transgenic lines 743 and 741 expressed both markers. Furthermore, all three cell lines expressed the marker alkaline phosphatase (Figure 2B). In all cases the expression was restricted to the ES cells and no signal could be detected in the inactivated fibroblast used as feeder cells.

**Figure 2:**
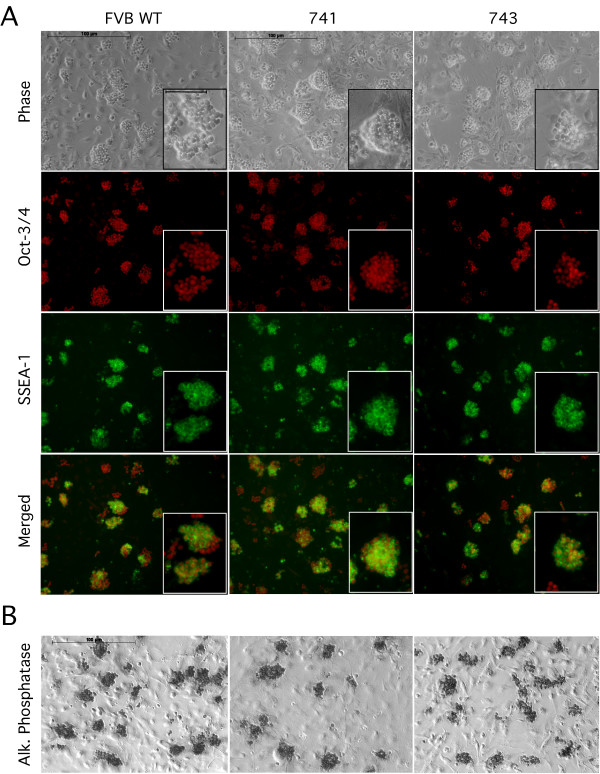
**Immunohistochemical analysis of WT, 741 and 743 ES cell lines**. All three cell lines express the nuclear marker OCT-3/4 and the surface marker SSEA-1 (A) and alkaline phosphatase (B). The expression of all markers was restricted to ES cells. Mouse fibroblast used as feeder cells are negative for OCT-3/4, SSEA-1 and alkaline phosphatase. Scale bar in both large and small panels: 100 μm.

### Microarray analysis

Even though it was possible to establish WT FVB ES cells in presence of LIF and these cells express the typical markers for ES cells they were not able to generate chimeric mice. This suggests that overexpression of STAT3-MER could increase the level of pluripotency in FVB ES cells. In order to understand the difference between the WT cells and the germline competent 743 cells we decided to compare the gene expression profiles of both lines. We compared three independently cultivated dishes of WT FVB cells cultivated in the presence of LIF with three independently cultivated dishes of the transgenic 743 cells overexpressing STAT3-MER cultivated in the presence of OHT. Total RNA was isolated and an expression analysis was performed by hybridizing U74v2 Affymetrix chips containing probes covering the complete mouse transcriptome (36'000 transcripts). 

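RNA of 3 dishes of WT FVB/N ES cells, kept in 1000 units per ml LIF, and of 3 dishes of the transgenic 743 cells, kept in 1 μM OHT without LIF, was hybridized to the 3 chips of the set (U74Av2, U74Bv2 and U74Cv2), which gives 18 arrays. STAT3-MER is STAT3 joined to a modified hormone-binding domain of the mouse estrogen receptor, which OHT (4-hydroxytamoxifen) activates. The lines were established on mouse embryonic fibroblasts as feeder cells, so a dish can also hold fibroblast RNA. The dishes of a group come from one cell line, so that a p-value measures the spread between dishes and not between independently established lines. RNA was amplified in 2 rounds before labelling. The deposited table of each chip holds 1 signal intensity per probe set and array on a linear scale. A probe set is a group of short oligonucleotides that reads one transcript. The submitters' processing notes name MAS5, and the mean signal of every array without its lowest and highest 2% of probe sets lay between 500.1 and 500.3, so the arrays had been scaled to one level. The fold changes of the paper's tables came from dChip models of the same arrays, a step that these signals do not include. Of 36899 probe sets, 198 controls were left out and 36701 were tested. Among these, 29131 were paired with 1 gene, 724 with several and 6846 with none in the annotation of the chips, and 29044 of the first kind were matched to the RefSeq genes of GRCm38.p6. Signals were compared as log2(signal + 32) with limma, 1 fit per chip, and p-values were adjusted by the Benjamini-Hochberg method over all 36701 probe sets with a threshold of 0.05. A log2 fold change on this scale understates the change of dim probe sets. Ratios are those of the mean signals. The number of arrays limits the precision. With 3 dishes against 3 an exact two-sided permutation test cannot give a p below 0.1, and in simulated arrays with the spread of these, limma called 54 of 66 probe sets changed by 4 on the log2 scale, 19 of 67 changed by 2 and 3 of 67 changed by 1. Log2 signals of 2 dishes of a group had a correlation across probe sets of 0.952 to 0.961 on U74Av2, 0.867 to 0.899 on U74Bv2 and 0.850 to 0.882 on U74Cv2. Between dishes of different groups the highest was 0.975, 0.920 and 0.891, above every value within a group. One U74Av2 array of STAT3-MER cells carries no replicate number in the labels and was taken as replicate 2, since numbers 1 and 3 are taken.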

Analysis was performed with dCHIP by using both the PM/MM (perfect match/mismatch) difference model and the PM (perfect match) only model in order to compare the results [33]. Genes showing expression changes higher then 1.5 fold were considered. 

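The level of the transgene was looked up through the probe sets of its parts, Stat3 and Esr1, the gene of the estrogen receptor that gives the MER domain. One of the 6 probe sets of Esr1 read 23.1 ± 15.8 in the WT dishes and 27655 ± 3375 in the STAT3-MER dishes (signal, mean ± SD, n = 3 dishes each). This is a log2 fold change of 9.01 (standard error 0.24) with an adjusted p of 7.58e-06 from limma, and all 3 STAT3-MER dishes lay above all 3 WT dishes. The other 5 probe sets of Esr1 had ratios of STAT3-MER to WT between 0.485 and 1.85, and none of them passed the test. Stat3, the transcription factor that LIF activates, was read by 4 probe sets. The brightest gave 819 ± 17.4 in WT and 925 ± 293 in STAT3-MER cells (SD, n = 3 each), a log2 fold change of 0.12 (standard error 0.25), and the ranges of the groups overlapped. The ratio was 1.44, 1.66 and 0.964 for the others, and none of the 4 passed the test. The log2 fold change of the brightest Stat3 probe set turned to -0.10 without STAT3-MER replicate 3, that of the probe set with 1.66 to -0.58 without STAT3-MER replicate 2, and that of the one with 0.964 to 0.34 without STAT3-MER replicate 3. Which part of the Stat3 and Esr1 transcripts each probe set reads was not analysed here. Actb, the gene of the β-actin used to normalize the RTQ-PCR, gave 6817 ± 3461 in WT and 5079 ± 663 in STAT3-MER cells and did not pass the test, and its sign changed without WT replicate 2.

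**Figure D1:**
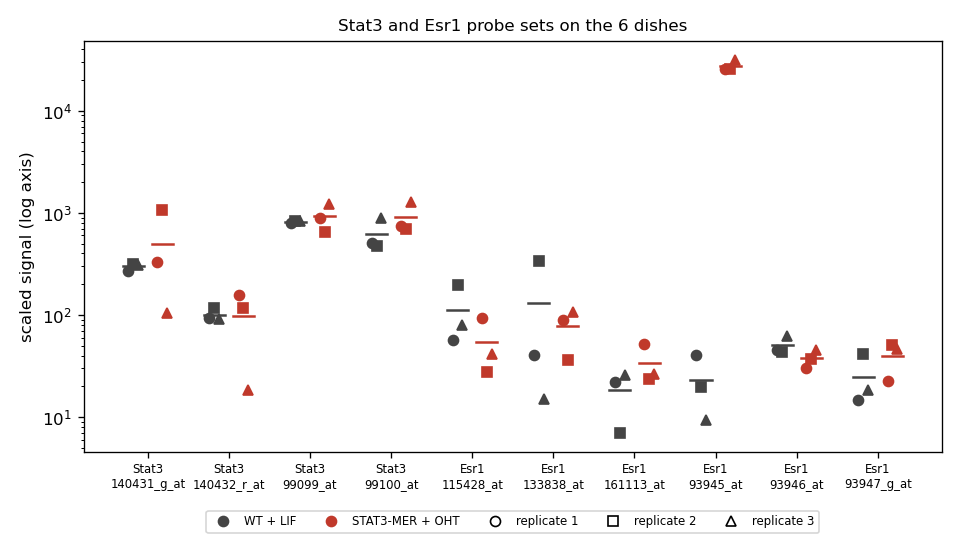
Signals of the Stat3 and Esr1 probe sets in the 3 WT dishes (grey) and the 3 STAT3-MER dishes (red) on a log axis, with marker shapes for the replicate numbers and horizontal lines for the group means. The groups are far apart on 1 Esr1 probe set and overlap or lie close to each other on the other probe sets.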

As control, we first confirmed that the overexpression of STAT3-MER in the 743 line was 33 times higher than in the WT cells. 

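Over the 36701 probe sets, 1 was higher in the STAT3-MER cells at an adjusted p under 0.05 from limma, that of Esr1, and 0 were lower. The next smallest adjusted p was 0.601, which the probe sets of Eif2s2, a subunit of translation initiation factor 2, and of Bcl3, a co-regulator of NF-κB, had among others. At an unadjusted p under 0.05, 691 probe sets were higher and 577 lower, where chance gives 1835. The groups did not overlap on 1652 probe sets that were higher in STAT3-MER cells and on 1332 that were lower, which is 8.13% of all, and chance gives 10%. When the criteria of the paper's methods were applied to the deposited signals (a ratio of means over 1.5, a difference of means over 100 and an unadjusted p under 0.1 from the methods' t-test, whose form the paper does not give and which was run with unequal variances), 405 probe sets were higher and 320 lower in the STAT3-MER cells. U74Av2 held 38 and 27 of them, U74Bv2 99 and 123, and U74Cv2 268 and 170. The methods' t-test alone gave 2006 probe sets past its threshold, 5.47% of all, and 0 after Benjamini-Hochberg adjustment. In simulated arrays with the same spread and no changed probe set, the same criteria picked 389 higher and 350 lower. The simulation, the values for chance and the limma fit take the dishes as independent. Deviations from the group means correlated between dishes of different groups, at up to 0.639 on U74Av2, 0.400 on U74Bv2 and 0.229 on U74Cv2. The real counts can therefore not be judged against these values. Variation that dishes of both groups share stayed in the spread of the fit, so a probe set that did not pass can still differ.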

We further identified a set of 26 differentially regulated genes, 13 were upregulated (Table 2) whereas 13 were downregulated (Table 3).

**Table 2:** Upregulated genes

**Probe set**	**Identifier**	**RefSeq**	**Chr**	**MM/PM fold change**	**MM/PM p-value (t-test)**	**PM fold change**	**PM p-value (t-test)**	**RTQ-PCR fold change**
98524_f_at	**X-linked myotubular myopathy gene 1 (Mtm1)**	NM_019926	X	1.87	0.018906	1.91	0.017234	n.d.
94375_at	**Hexokinase 2 (Hk2)**	NM_013820	6	1.6	0.018958	1.61	0.015899	1.79 ± 0.11
95545_at	**Insulin-like growth factor 1A (Igf1)**	NM_010512	10	2.34	0.003079	1.6	0.007358	n.d.
98059_s_at	**lamin A (Lmna)**	NM_001002011	3	1.58	0.070634	1.47	0.035881	n.d.
95562_at	**Nuclear domain 10 protein 52 (Ndp52)**	NM_029755	11	2.66	0.065377	2.08	0.057843	6.72 ± 0.67
101368_at	**Reproductive homeobox 5 (Rhox5/Pem)**	NM_008818	X	1.68	0.029649	1.82	0.013529	3.64 ± 0.3
103470_at	**Pramel6**	NM_178249	2	6.18	0.02356	4.14	0.027034	10.0 ± 0.37
93245_at	**Pramel7**	NM_178250	2	3.51	0.051948	2.77	0.052927	8.51 ± 0.92
95609_at	**Protein phosphatase 1, regulatory (inhibitor) subunit 15b (Ppp1r15b)**	NM_133819	1	1.6	0.024109	1.5	0.022545	1.56 ± 0.12
92232_at	**suppressor of cytokine signaling 3 (Socs3)**	NM_007707	11	1.75	0.053978	1.56	0.015837	2.34 ± 0.35
101449_at	**tripartite motif-containing 41 (Trim41)**	NM_145377	11	-	-	4.11	0.000819	1.07 ± 0.17
160365_at	**Eukaryotic translation initiation factor 2, subunit 2 beta (Eif2s2)**	NM_026030	2	1.98	0.040383	1.96	0.042002	1.80 ± 0.09
160420_r_at	**tubulin, alpha 3A (Tuba3a)**	NM_009446	6	2.07	0.080906	1.93	0.078476	n.d.

Genes upregulated after STAT3-MER activation through OHT. Microarray values are given as fold changes ratios relative to normalization derived from dCHIP. 

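All 13 probe sets that Table 2 lists had a higher mean signal in the STAT3-MER dishes than in the WT dishes. The ratio was over 1.5 for 11 of them, and for 11 the 3 STAT3-MER dishes all lay above the 3 WT dishes. The study chose these genes on the same arrays, so that the counts are not independent evidence of direction. Mtm1, the phosphoinositide phosphatase myotubularin, read 7063 ± 1348 in WT and 13112 ± 1556 in STAT3-MER cells (signal, mean ± SD, n = 3 dishes each), a log2 fold change of 0.90 (standard error 0.21). Its other probe sets were far dimmer, with 216, 262 and 205 in WT and 263, 308 and 235 in STAT3-MER cells. Their ratios were 1.22, 1.18 and 1.15, and the groups overlapped. The probe set of the table carries a suffix that marks possible cross-hybridization, so that its signal may not be of Mtm1 alone. Igf1, a growth factor, gave 430.4 ± 82.6 and 703 ± 87.7. Its other 3 probe sets had ratios of -1.12, -1.25 and -1.55, where a minus sign marks WT over STAT3-MER, and the groups overlapped. Lmna, the gene of the nuclear lamina proteins lamin A and C, gave 1621 ± 407 and 2608 ± 229, and ratios of 1.18 and 1.21 on its other 2 probe sets. The probe set listed for Tuba3a, an α-tubulin, gave 2181 ± 923 in WT and 4505 ± 1824 in STAT3-MER cells. The annotation used here pairs this probe set with no single gene. The probe set that it names Tuba3a had a ratio of -1.76, but there the groups overlapped. Its WT mean rests in part on WT replicate 3, which read 439 where WT replicates 1 and 2 read 120 and 180. Trim41, a RING finger protein, gave 499.9 ± 22.4 in WT and 535 ± 33.6 in STAT3-MER cells, and -1.19 as the ratio on its other probe set. The groups overlapped on both. None of the 13 passed limma's test over all 36701 probe sets, and 12 passed when adjusted over the list alone, that is over the 27 probe sets of Tables 2 and 3. These 27 were chosen for a difference on the same arrays, so that passing over the list alone is not independent evidence of one.

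**Figure D2:**
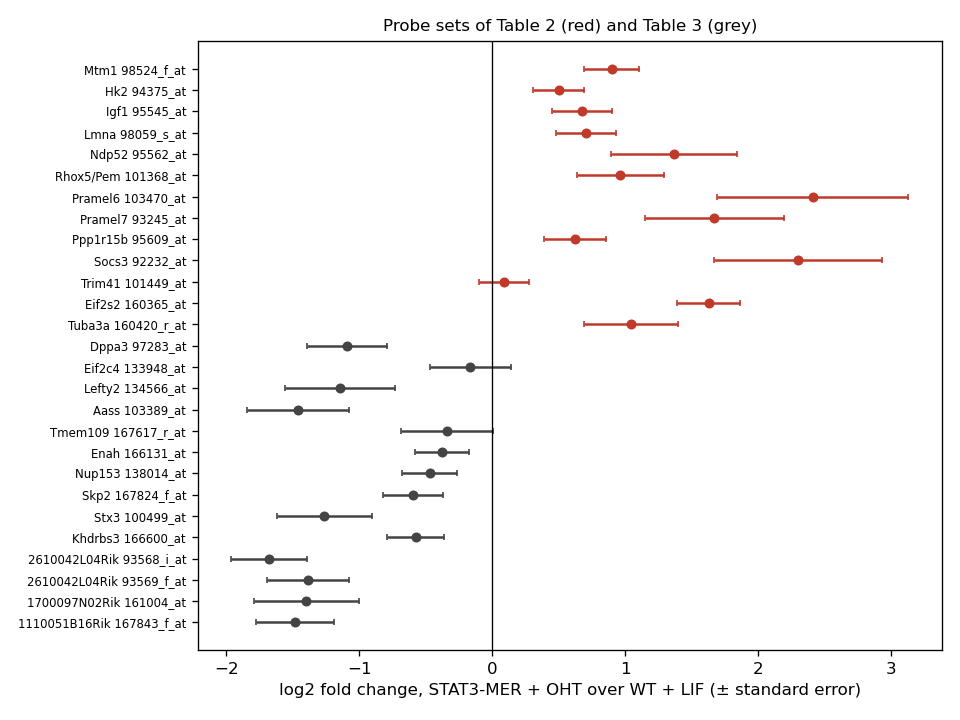
Log2 fold change of each probe set of Table 2 (red) and Table 3 (grey), STAT3-MER cells in OHT over WT cells in LIF, with bars for the standard error from limma. The probe sets of Table 2 lie to the right of 0 and those of Table 3 to the left, and the bars of Trim41, Eif2c4 and Tmem109 reach 0.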

13 genes were found to be significantly upregulated when compared with WT FVB/N cells cultivated in presence of LIF. Only genes with a 1.5× fold increase were considered as significant. The mRNA expression levels (mean ± standard deviation, n = 3) of relative to FVB WT control cells were validated by real time PCR analysis, RTQ-PCR values are ratios relative to β-actin (housekeeper gene) expression. 

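Of the genes of Table 2, 9 have both an array ratio and an RTQ-PCR value of the paper. By array ratio of the deposited signals, Socs3, Pramel6 and Eif2s2 ranked highest and Trim41 lowest. Without STAT3-MER replicate 2 Socs3 ranked 4th, and without WT replicate 1 Eif2s2 ranked 4th, while Trim41 was lowest whichever dish was left out. In the paper's RTQ-PCR, Pramel6, Pramel7 and Ndp52 rank highest and Trim41 lowest. Across the 9 genes, Spearman's rho between the 2 measures was 0.667 (exact permutation test, two-sided p = 0.0589) and Pearson's r was 0.535 (exact permutation test, two-sided p = 0.138). Without Trim41 and Socs3, the 2 genes farthest on a log scale from the median array ratio, rho was 0.75 over 7 genes (exact permutation test, p = 0.0663) and r was 0.602 (exact permutation test, p = 0.151). With a dish left out, rho lay between 0.583 (exact permutation test, p = 0.108, without WT replicate 3) and 0.767 (exact permutation test, p = 0.0214, without STAT3-MER replicate 2), and r between 0.326 (exact permutation test, p = 0.382) and 0.686 (exact permutation test, p = 0.0481) without the same dishes. These are correlations across genes, which are not independent replicates, and this was the only relation of its kind that was computed.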

For all selected genes measured, RT-PCR corroborated the rank order of magnitude of expression measured on the microarrays. Calculations were performed with both the PM/MM (perfect match/mismatch) difference model and the PM (perfect match) only model in order to compare the results.

**Table 3:** Downregulated genes

**Probe set**	**Identifier**	**RefSeq**	**Chr**	**MM/PM fold change**	**MM/PM p-value (t-test)**	**PM fold change**	**PM p-value (t-test)**	**RTQ-PCR fold change**
97283_at	**developmental pluripotency-associated 3 (Dppa3)**	NM_139218	6	-2.16	0.10982	-2.81	0.047749	-11.4 ± 1.51
133948_at	**Eukaryotic translation initiation factor 2C 4 (Eif2c4**)	AI504948	17	-1.53	0.044727	-1.46	0.018363	n.d.
134566_at	**Left-right determination factor 2 (Lefty2)**	NM_177099	1	-2.7	0.029827	-2.32	0.025196	-2.35 ± 0.23
103389_at	**aminoadipate-semialdehyde synthase (Aass)**	NM_013930	6	-2.07	0.077262	-1.71	0.100000	n.d.
167617_r_at	**transmembrane protein 109 (Tmem 109)**	NM_134142	19	-1.89	0.036619	-1.73	0.042999	n.d.
166131_at	**enabled homolog (Enah)**	NM_001083120	1	-1.55	0.008738	-1.46	0.016412	n.d.
138014_at	**nucleoporin 153 (Nup 153)**	NM_175749	13	-1.55	0.012282	-1.49	0.011324	n.d.
167824_f_at	**S-phase kinase-associated protein 2 (p45/Skp2)**	NM_013787	15	-1.74	0.054672	-1.62	0.073491	-1.27 ± 0.03
100499_at	**syntaxin 3 (Stx3)**	NM_001025307	19	-2.09	0.033994	-2.03	0.036655	n.d.
166600_at	**KH domain containing, RNA binding, signal transduction associated 3 (Khdrbs3)**	NM_010158	15	-1.66	0.027322	-1.52	0.035974	n.d.
93568_i_at 93569_f_at	**RIKEN cDNA 2610042L04 gene**	BC096548.1	14	-3.29	0.069938	-2.94	0.070848	n.d.
161004_at	**RIKEN cDNA 1700097N02 gene**	XM_001479022	17	-2.12	0.100000	-2.24	0.002726	n.d.
167843_f_at	**similar to RIKEN cDNA 1110051B16 gene**	XM_001472554	14	-2.71	0.004646	-1.81	0.003623	n.d.

Genes downregulated after STAT3-MER activation through OHT. 13 genes were found to be significantly downregulated when compared with WT FVB/N cells cultivated in presence of LIF. 

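All 14 probe sets listed in Table 3 had a lower mean signal in the STAT3-MER dishes, and for 12 of them the 3 STAT3-MER dishes lay below the 3 WT dishes. These genes too were chosen on the same arrays. Aass, an enzyme of lysine breakdown, gave 855 ± 162 in WT and 321 ± 199 in STAT3-MER cells (signal, mean ± SD, n = 3 dishes each), a log2 fold change of -1.46 (standard error 0.38). Stx3, a syntaxin of membrane fusion, gave 2066 ± 355 and 917 ± 498 on the probe set of the table. A dimmer probe set of Stx3 went the other way, with 81.9 ± 25.8 in WT and 283 ± 57.4 in STAT3-MER cells, and neither passed the test. On the other Stx3 probe sets the groups overlapped. The brightest of these gave 1803 ± 430 in WT and 1442 ± 520 in STAT3-MER cells, a log2 fold change of -0.34 (standard error 0.29). The rest were dim, with log2 fold changes of 0.10, -0.14 and 0.10. The 2 probe sets of 2610042L04Rik gave a log2 fold change of -1.68 (standard error 0.28) and of -1.38 (standard error 0.31). Those of 1700097N02Rik and 1110051B16Rik gave -1.40 (standard error 0.39) and -1.48 (standard error 0.29). Skp2, the F-box protein that marks p27 for degradation, gave 6985 ± 1463 in WT and 4568 ± 628 in STAT3-MER cells, while on its other probe set the groups overlapped with 592 ± 124 and 559.5 ± 162. Log2 fold changes were smaller for Khdrbs3, -0.57 (standard error 0.21), for the nuclear pore protein Nup153, -0.47 (standard error 0.21), for the actin regulator Enah, -0.38 (standard error 0.20), for Tmem109, -0.34 (standard error 0.35), and for the probe set of the Argonaute gene Eif2c4, -0.16 (standard error 0.31). On other probe sets the groups overlapped for Nup153 (ratio 1.19), Tmem109 (1.11 and -1.10) and Khdrbs3 (-1.83), where a minus sign marks WT over STAT3-MER. The annotation used here pairs the probe set listed for Eif2c4 with no single gene. The probe sets that it names Ago4, another name of Eif2c4, had ratios of -1.23, -1.17 and -1.37. The groups did not overlap on the one with -1.37. The other Enah probe sets had ratios of -1.18 to -1.52. On the one with -1.52 the groups did not overlap, with a log2 fold change of -0.65 (standard error 0.24). None of the 14 passed over all probe sets (limma), and 10 passed when adjusted over the list alone. Over both tables 22 of 27 passed on that adjustment, and 5 without STAT3-MER replicate 3, 7 without WT replicate 3 and 13 without STAT3-MER replicate 2. As the 27 were chosen for a difference on these arrays, these passes are not independent evidence of one.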

Only genes with a 1.5× fold decrease were considered as significant. The expression levels of selected genes were confirmed by real time PCR analysis. Calculations were performed with both the PM/MM (perfect match/mismatch) difference model and the PM (perfect match) only model in order to compare the results.

### In situ Hybridization

In a first step we analyzed which of the differentially expressed genes had already previously been described in the literature to be expressed during preimplantation mouse development and therefore potentially play a role in maintenance of pluripotency. Eight genes out of the 26 identified were considered as candidates to have a potential function in determination and maintenance of pluripotency in ES cells. For these genes *in situ *hybridization was performed in order to define the regions of preimplantation embryos in which they were expressed. The temporo-spatial expression was analyzed by whole mount *in situ *hybridization of morulae and blastocysts. Four genes, Pramel7, Lefty2, Protein Phosphatase 1 regulatory subunit 15B and hexokinase II were expressed only in the central part of the morula and in the ICM of the blastocyst (Figure 3A). The other five genes, Pramel6, Eif2s2, Pem/Rhox5, Dppa3 and Skp2 were found to be expressed in all cells of the morula and blastocysts (Figure 3A). Because the Pramel7 expression was restricted to the central part of the morula and in the ICM of the blastocyst, a more exact analysis of the preimplantation stages was performed (Figure 3B). Expression of Pramel7 starts at the compacted morula stage, no expression could be detected in earlier developmental stages indicating that this gene fulfils the requirements for being a potential candidate involved in maintenance of pluripotency. A similar expression pattern can be observed for Nanog [25].

**Figure 3:**
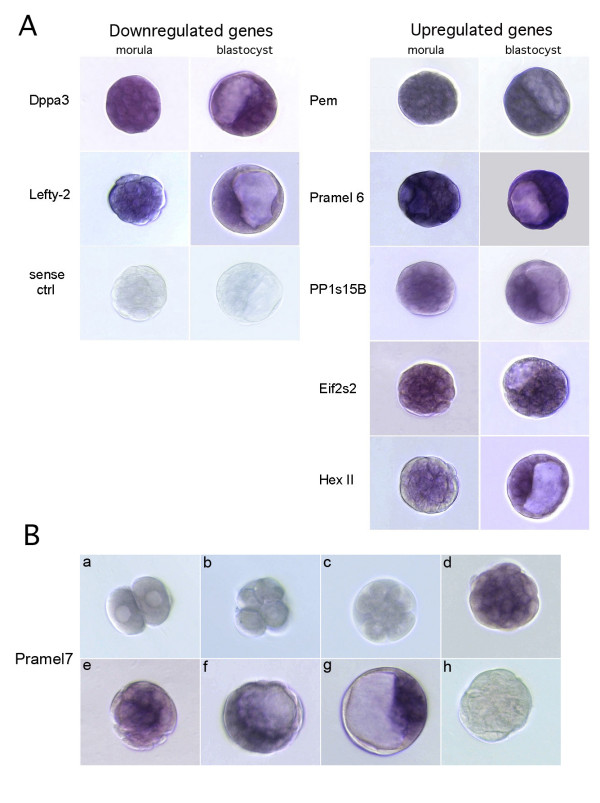
***In situ *hybridization of the eight selected genes**. **A. **Dppa3, Eif2s2, Pem/Rhox5 and Pramel6 exhibited a general expression in all cells of the morula and of the blastocyst. Expression of Hexokinase II, Lefty2 and PP1s15B was restricted to the cells of the inner part of the morula and to the ICM in the blastocyst. Sense probes in the same concentration of the antisense probes were used as negative controls for the hybridization. **B. **In situ hybridization with a Pramel7 antisense riboprobe of preimplantation embryos (a: two-cell embryo, b: four-cell embryo, c: eight-cell embryo; d, e: compacted morula, f, g: blastocyst, h: negative control with sense riboprobe). Magnification 40×.

### Overexpression of Pem/Rhox5 and Pramel7 is sufficient for maintenance of ES cells in the absence of LIF

In order to test if Pramel7 is able to maintain pluripotency without direct activation of the STAT3 cascade through LIF the full-length cDNA of Pramel7 was inserted in the pfloxedNanog vector (see Chambers et al., 2003) instead of the cDNA of Nanog, and the vector was electroporated in E14 ES cells. In parallel the full-length cDNA of Pem/Rhox5 was also cloned in the same way into the pfloxedNanog vector. Pem/Rhox5 was previously described to play a role in maintenance of pluripotency, but it is not yet known if it is transcriptionally regulated through STAT3. As a control for the experiments the pfloxedNanog vector itself was also electroporated in E14 cells. All electroporated cells were selected with puromycin and resistant colonies were picked and expanded. After testing for the presence of the vectors by PCR the positive clones were analyzed by real time PCR and the clones with the strongest expression were used for further experiments. In order to test for the capacity of maintaining pluripotency in absence of LIF, the cells were cultivated for 8 days without addition of LIF to the medium. After 8 days in culture IHC was performed in order to detect the expression of OCT-3/4, SSEA-1 and alkaline phosphatase (Figure 4). E14 WT ES cells started after 4 days to differentiate and showed the typical flattened morphology of differentiating cells (data not shown), after 8 days the cells were completely differentiated and no longer expressed OCT-3/4 and SSEA-1. Nanog overexpressing cells as expected maintained their pluripotent state also in absence of LIF. Both Pramel7 and Pem/Rhox5 overexpressing clones showed a similar behaviour as Nanog overexpressing cells. The colonies maintained the typical round shaped morphology and expression of OCT-3/4 and SSEA-1 was present indicating that these two genes were able to maintain pluripotency also in absence of LIF.

**Figure 4:**
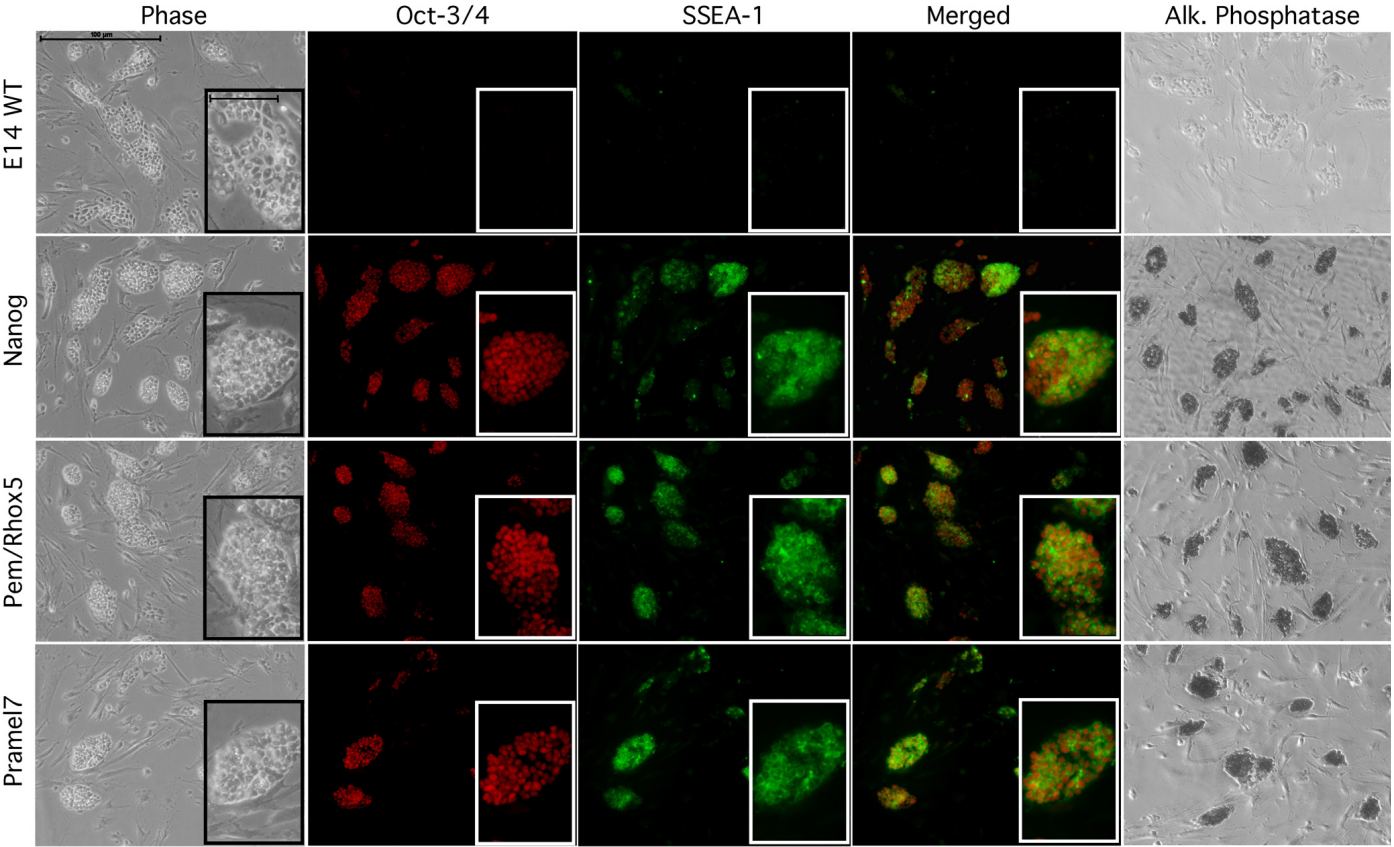
**Immunohistochemical analysis of WT E14 ES cells and E14 overexpressing, Nanog, Pem and Pramel7**. IHC analysis with OCT-3/4 and SSEA-1 and staining for alkaline phosphatase were performed after cultivation of the cells for 8 days without adding LIF to the medium. E14 ES cells differentiated under these conditions and lost the expression of OCT-3/4 and SSEA-1 and alkaline phosphatase. Both Pem/Rhox5 and Pramel7 overexpressing cells maintained the expression of the pluripotency markers. Nanog overexpressing cells, used as a control for the experiment, as expected maintained their pluripotency. Scale bar in both large and small panels: 100 μm.

## Discussion

ES cell lines derived from different mouse strains exhibit variable degrees of LIF dependency and to date it was unclear if higher amounts of STAT3 in the inner cell mass of blastocyst could support the survival and derivation of pluripotent ES cells in non-permissive mouse strains. Our work indicates that the activation of the STAT3 pathway during cultivation of blastocysts supports ICM outgrowth and clearly favors the establishment of new ES cell colonies in the so called non-permissive FVB mouse strain.

Even though we were able to establish WT FVB/N ES cells in the presence of LIF these cells were not fully pluripotent and were unable to generate chimeras. Only through the overexpression of STAT3-MER cells we were able to establish germline competent FVB/N ES cells. Furthermore, in presence of OHT both transgenic lines 741 and 743 generated ES cell colonies with a very high efficiency. Theoretically only 50% of the blastocysts were expected to be transgenic and this is also the establishment efficiency we obtained. It is therefore fair to assume that the establishment frequency was almost 100% (Table 1).

Interestingly no changes in the regulation of the classical marker for pluripotent ES cells could be detected between WT and 743 cells. Alkaline phosphatase, OCT-3/4, SSEA-1 were correctly expressed in both wildtype and transgenic ES cell lines (see Figure 2A and 2B). RTQ-PCR showed a slight upregulation of Nanog in the 743 ES cells (Figure 1C). If this upregulation is due to a direct or an indirect interaction with STAT3 has to be further analyzed. The different roles of the LIF pathways and of Nanog are yet not very clear. ES cell populations are heterogeneous and it is also known that Nanog is expressed discontinuously in pluripotent cells in the embryo and it is therefore to assume that Nanog and the LIF pathway interact to some extent in controlling the different events that regulate pluripotency and self-renewal. The recent findings of Chambers et al. (2007) corroborate this hypothesis. The authors demonstrated that Nanog expression was specifically required for both the formation of the ICM and of the germ cells, rather than for the housekeeping machinery of pluripotency embryonic, and that stem cells could self-renew indefinitely in the permanent absence of Nanog [34].

We were further interested in the identification of the molecular changes induced through STAT3-MER overexpression. We therefore decided to identify STAT3-pathway related genes by expression profiling. In general, there is great interest in identifying the signature of stemness by the constellation of genes that stem cells express. DNA microarray technology allows the discovery of a large number of genes that are thought to be the molecular signature of mouse ES cells. Recently, global transcription profiles of undifferentiated ES cells and blastocyst have been reported by several groups, most of these studies were comparing differentiated versus undifferentiated cells [35-38]. In our study the FVB/N WT cells and the FVB/N cells overexpressing STAT3-MER are very similar, they just express different amounts of the transcription factor STAT3 and therefore we assumed that they would differentially regulate only a few genes. 

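Of 27 measured genes of pluripotency, 0 were higher and 0 lower in STAT3-MER cells at an adjusted p under 0.05 from limma, over all probe sets or adjusted over the list alone, and their median log2 fold change was 0.14 (camera, adjusted p = 0.345). Nanog, a homeobox factor of the undifferentiated state, gave 9602 ± 3974 in WT and 10107 ± 1499 in STAT3-MER cells (signal, mean ± SD, n = 3 dishes each). Pou5f1, which encodes OCT-3/4, gave 4345 ± 1933 and 6148 ± 2416, Alpl, the alkaline phosphatase gene, 686 ± 447 and 651 ± 228, and Sox2 11311 ± 2230.2 and 10879.9 ± 1052. The dishes of the 2 groups overlapped on each of these 4 genes, and the sign of the log2 fold change of Nanog, Alpl and Sox2 changed with the dish that was left out. The lowest p-values of the list after Dppa3 belonged to Klf2, with a log2 fold change of -0.50 (standard error 0.22), to Klf5 with 0.55 (standard error 0.26) and to Tfcp2l1 with 0.59 (standard error 0.29). Markers of other cells gave no shift between the groups that passed the test with all 6 dishes. No single member passed either, in 20 genes of primitive endoderm (camera, adjusted p = 0.806; 0.0416 without WT replicate 1, where the adjusted p = 0.913 with an estimated correlation), in 18 of trophectoderm (adjusted p = 0.523), in 15 of mesoderm and primitive streak (adjusted p = 0.523) and in 17 of ectoderm and neural cells (adjusted p = 0.436). Of these, Krt8, a keratin of trophectoderm, gave 605 ± 220.0 in WT and 298 ± 312 in STAT3-MER cells, and Zic1 of the neural list 194 ± 5.09 and 82.9 ± 97. Among the 33 genes of feeder fibroblasts, Col1a2 and Lum, for example, read differently in the dishes of a group, and no test between dishes was made. The brighter Col1a2 probe set read 9561, 4149 and 9352 in WT replicates 1 to 3 and 1978, 12565 and 8411 in STAT3-MER replicates 1 to 3. On the other Col1a2 probe set the highest dish read only 1.46 times the lowest. Between the groups the feeder list did not pass (camera, adjusted p = 0.448). It was lower in STAT3-MER cells without WT replicate 2 (adjusted p = 0.00819) or without STAT3-MER replicate 2 (adjusted p = 0.00349) and higher without STAT3-MER replicate 1 (adjusted p = 0.00284). All 3 were lost when the correlation was not preset (adjusted p = 0.907, adjusted p = 0.731 and adjusted p = 0.765 with an estimated correlation). By chromosome, 10003 genes on 20 chromosomes had medians between -0.08 and 0.02 on the log2 scale, and no chromosome differed from the others (camera, smallest adjusted p = 0.408). The paper states as an assumption that few genes differ between the lines.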

We compared gene expression changes between FVB/N ES cells overexpressing activated STAT3 cultivated in the presence of OHT and the absence of LIF and WT FVB cells cultivated in the presence of LIF by microarray analysis and identified a group of 26 genes that showed significant differential expression. From this list we preselected interesting genes by a careful literature and gene-expression databank analysis and identified which genes were characteristically expressed during the mouse preimplantation development.

These genes can be attributed to different categories according to their function: The first group contains regulatory members of the STAT3 pathway that are involved in the regulation of downstream events of the JAK/STAT cascade (like SOCS-3, protein phosphatase-1 regulatory subunit 15B and Eif2s2), the second group of genes is involved in the regulation of ES cell metabolism, whereas the third group contains genes that are involved in pluripotency maintenance and cell viability.

In the first group, among others, we found upregulation of SOCS-3 in STAT3-MER overexpressing cells. SOCS3 is a member of the suppressor of cytokine signalling (SOCS) family which has been implicated in the negative regulation of several pathways, in particular the JAK/STAT pathway, which can in turn induce SOCS expression and form a negative feedback circuit. The transcriptional upregulation of SOCS-3 confirms that the functional overexpression of STAT3-MER induces the activation of the classical LIF-dependent negative feedback mechanism (for a review see [39]). 

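Socs3, the feedback inhibitor of JAK/STAT signalling that STAT3 induces, had 4.91 times the WT signal in STAT3-MER cells on the probe set of the table, 243 ± 231 in WT against 1194 ± 779.9 in STAT3-MER cells (mean ± SD, n = 3 dishes each), a log2 fold change of 2.30 (standard error 0.63). The STAT3-MER dishes read 585, 2073 and 924 and the WT dishes 507, 75.8 and 147. The ratio was 10.7 without WT replicate 1 and 3.1 without STAT3-MER replicate 2. Its other probe sets gave 3.55 and 1.34 times the WT signal. Socs1 gave 131 ± 24.6 in WT and 128 ± 38.9 in STAT3-MER cells, and Socs2 1355 ± 535 and 1583 ± 941. The sign of the Socs1 and Socs2 differences changed with the dish that was left out. Bcl3 gave 246 ± 81.4 in WT and 1266 ± 475 in STAT3-MER cells, a log2 fold change of 2.21 (standard error 0.32), with the 3 STAT3-MER dishes above the 3 WT dishes. Its other probe set gave 354 ± 18.7 and 324 ± 96.4. The WT dishes were kept in LIF, under which the paper shows STAT3 phosphorylated, so the groups do not compare STAT3 off with on. The transgene, OHT and the absence of LIF go together in the STAT3-MER dishes, and their effects cannot be told apart here. Of 25 measured genes that STAT3 is known to induce, 0 passed limma's test over all probe sets and 1, Bcl3, was higher when adjusted over the list alone, while 18 had a positive and 7 a negative log2 fold change. The list was shifted towards higher values in STAT3-MER cells (median log2 fold change 0.17; camera with a preset correlation, adjusted p = 0.0032), which was lost without the preset one (adjusted p = 0.912 with an estimated correlation) and not found by fry (adjusted p = 0.769). It was also lost without WT replicate 2 (camera, adjusted p = 0.191) and without STAT3-MER replicate 2 (adjusted p = 0.16). The loss with an estimated correlation does not decide against a shift, since lists with an estimate below the preset one were lost too. After Bcl3 and Socs3 the lowest p-values of the list were those of Jak3, a kinase that read 502 ± 70.4 in WT and 889 ± 442 in STAT3-MER cells, and of Klf5 and Tfcp2l1, which are also in the pluripotency list. Of 19 genes of LIF and JAK-STAT signalling, such as the receptor genes Lifr and Il6st, 0 were higher and 0 lower by limma, also when adjusted over the list alone (camera, adjusted p = 0.913).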

Previously Duval et al. (2000) showed that expression of SOCS-3, but not SOCS-1 and SOCS-2, was stimulated in ES cells in presence of LIF. The author further demonstrated that, uncontrolled overexpression of SOCS-3 leads to repression of LIF-dependent transcription and severely reduces cell viability. This suggests that the disturbance of a well-balanced SOCS protein content has adverse effects on cell survival [40]. Since the FVB ES cells overexpressing STAT3-MER were viable and pluripotent, it is safe to assume that the SOCS-3 upregulation observed in presence of OHT is a modulatory reaction due to the overproduction of STAT3 in these cells. Through this compensatory mechanism the cells are able to maintain a properly activated LIF signalling cascade. It seems that the upregulation of SOCS-3 is a direct transcriptional activation mediated through STAT3 because the promoters of both mouse and rat SOCS-3 genes contain putative STAT1/STAT3 binding elements, which are necessary and sufficient for LIF-dependent activation of the SOCS-3 promoter activity in reporter assays [41,42].

We also found protein phosphatase 1 regulatory subunit 15B (PP1rs15B) and the elongation initiation factor 2 subunit 2 (eIF2s2) to be among the upregulated genes. 

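Eif2s2, the β subunit of translation initiation factor eIF2, read 179.5 ± 28.2 in the WT dishes and 623 ± 98.6 in the STAT3-MER dishes on the probe set of the table (signal, mean ± SD, n = 3 dishes each), a log2 fold change of 1.63 (standard error 0.24). All 3 STAT3-MER dishes lay above all 3 WT dishes. Its other probe set gave 284 ± 341 and 452 ± 439, and there the groups overlapped. Ppp1r15b, the phosphatase subunit that directs PP1 to eIF2, gave 1159.9 ± 306 in WT and 1784 ± 284 in STAT3-MER cells, a log2 fold change of 0.62 (standard error 0.23), with 1 WT dish (1509) above the lowest STAT3-MER dish (1459.8). Its stress-induced relative Ppp1r15a gave 502 ± 117 and 335 ± 147, and Trib3, a target of the ATF4 branch of the stress response, 385 ± 44.5 and 608 ± 163. Of 24 measured genes of eIF2 and the stress response, 0 passed limma's test over all probe sets and 1, Eif2s2, was higher when adjusted over the list alone. The list holds Eif2s2 and Ppp1r15b, which the study chose on these arrays, so that this count is not independent evidence of their direction. The list as a whole was not shifted (camera, adjusted p = 0.345; with U74Av2 alone, adjusted p = 0.0211, and adjusted p = 0.418 with an estimated correlation).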

PP1rs15B is a constitutively expressed inhibitory subunit of PP1, one of the major eukaryotic serine/threonine phosphatases. PP1rs15B dephosphorylates the α-subunit of eIF2 [43]. The microarray data confirm an upregulation of both PP1rs15B and eIF2s2 indicating that these proteins may be involved in the control of the STAT3 overexpression, whether these genes have a function in maintenance of pluripotency is still unclear.

In the second group we found hexokinase II to be increased in cells overexpressing STAT3, this confirms the importance of this isozyme for embryo viability and indicates that a correct energetic balance is extremely important in the late stages of preimplantation and at the beginning of postimplantation in the embryos.

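Hk2, the hexokinase isoform that takes the first step of glucose use, gave 2056 ± 282 in the WT dishes and 2927 ± 419.6 in the STAT3-MER dishes (signal, mean ± SD, n = 3 dishes each). This is a ratio of 1.42 and a log2 fold change of 0.50 (standard error 0.19), and each STAT3-MER dish lay above each WT dish. It did not pass limma's test over all probe sets. Its second probe set read 28 or less in every dish. Hk1, the isoform found in most tissues, gave 1739 ± 338 in WT and 1448 ± 172 in STAT3-MER cells. Pfkp, a phosphofructokinase, gave 1117 ± 134 and 1480.0 ± 341, and Slc16a3, a lactate carrier, 583 ± 71.7 and 779 ± 296. Of 17 measured genes of glycolysis, 0 were higher and 0 lower by limma over all probe sets or when adjusted over the list alone, and 12 had a positive log2 fold change. The list was not shifted between the groups (camera, adjusted p = 0.436; adjusted p = 0.0272, with higher values in STAT3-MER cells, without STAT3-MER replicate 2). The latter was lost with a correlation that was not preset (adjusted p = 0.689 with an estimated correlation).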

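Rhox5/Pem, an X-linked homeobox gene, was among the brighter probe sets of U74Av2, with 6817 ± 2729 in the WT dishes and 12503 ± 1401 in the STAT3-MER dishes (signal, mean ± SD, n = 3 dishes each). The log2 fold change of 0.96 (standard error 0.33) did not pass limma's test over all probe sets, although the groups did not overlap, and was 0.57 without WT replicate 3. Lefty2, an inhibitor of Nodal signalling, went the other way, with 1202 ± 626 in WT and 505 ± 198 in STAT3-MER cells on the probe set of the table, a log2 fold change of -1.14 (standard error 0.41). The WT value rests in part on WT replicate 3, which read 1915 where the other two read 946 and 744. The related Lefty1 read 385, 874 and 3197 in WT replicates 1 to 3 and 570.0, 269.9 and 353 in STAT3-MER replicates 1 to 3, so that the groups overlapped. Of 23 measured genes of Nodal and BMP signalling, 0 were higher and 0 lower over all probe sets or when adjusted over the list alone, and the list was not shifted (camera, adjusted p = 0.806). Smad7, an inhibitory Smad, gave 623 ± 51.8 in WT and 815 ± 126 in STAT3-MER cells.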

The third group of differentially expressed genes comprises molecules involved in the maintenance of pluripotency and cell viability. Some of the identified genes were previously correlated with pluripotency [44] or with embryo viability in somatic nuclei derived cloned blastocysts [45].

Lefty2 is regulated by pathways such as Smad2/3 and WNT and by OCT-3/4, which support stemness. Lefty is also induced upon exit from the state of stemness, including forced in vitro differentiation and LIF withdrawal. When LIF is withdrawn, the expression of Lefty increases within 48 hours of cytokine withdrawal [37]. Similarly, retinoic acid that induces differentiation leads to increased expression of Lefty in mouse embryonic carcinoma cells [46]. Differentiation of stem cells to embryoid bodies also leads to increased expression of Lefty in vitro [47]. Therefore, Lefty might be important both to the stemness and differentiation events that follow the exit from this state.

Murine Pem/Rhox5 is an X-linked homeobox-containing gene [48,44], whose homeodomain shares important structural features with two other homeobox genes, which are expressed in extra embryonic lineages and during spermatogenesis [49,50]. The Pem/Rhox5 protein is expressed in the late morula stage, in TE and ICM of blastocyst and after implantation in extra embryonic tissues, in the parietal and visceral endoderm, but not in the primitive ectoderm derivatives. Pem/Rhox5 is also expressed in ES cells, in primordial germ cells and in teratocarcinoma cell lines [51]. Overexpression of Pem/Rhox5 had no phenotype in ES cells, but completely inhibited differentiation into the three primary cell lineages, when ES cells were cultured as embryoid bodies in suspension without LIF [52]. Two different models of action for Pem/Rhox5 are possible. Fan et al. (1999) suggested that Pem/Rhox5 first helps to maintain the undifferentiated cell state, and in a second step promotes a defined cell population of undifferentiated stem cells for differentiation into extra embryonic lineages [52]. Sasaki et al (1991) proposed an alternative in which Pem/Rhox5 directs early differentiation to specific lineages, but does maintain actively the undifferentiated state [44]. Our data are in line with previous studies and indicate that Pem/Rhox5 plays an important role in maintaining pluripotency of ES cells in absence of LIF (Figure 4)

Furthermore, overexpression of STAT3-MER induced differential expression of four genes (Dppa3, NDP52l1, Pramel6, Pramel7) that were identified as a set of OCT-3/4 related genes that were not correctly reactivated in somatic nuclei derived cloned embryos and therefore represent genes that are necessary for embryo viability [45]. 

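Pramel6 and Pramel7, members of the family of the tumour antigen PRAME, gave higher mean signals in the STAT3-MER dishes. Pramel6 read 309 ± 265 in WT and 1304 ± 418 in STAT3-MER cells (mean ± SD, n = 3 dishes each), a log2 fold change of 2.41 (standard error 0.72), and Pramel7 349 ± 229 and 1005 ± 256, a log2 fold change of 1.67 (standard error 0.52). Ndp52, now named Calcoco2, an autophagy receptor, gave 325 ± 233 and 752 ± 94.8. Dppa3 went the other way with 1169.7 ± 502 in WT and 499.9 ± 20.8 in STAT3-MER cells, a log2 fold change of -1.09 (standard error 0.30). The groups did not overlap on any of the 4 genes, but none passed limma's test over all probe sets. Pramel6 read 563, 331 and 34.5 in WT replicates 1 to 3, Pramel7 539.6, 411 and 95.4, and Calcoco2 571, 297 and 107, so that WT replicate 3 was the lowest for each. Without it the log2 fold change was 1.48 for Pramel6, 1.01 for Pramel7 and 0.81 for Calcoco2, against 1.37 with all dishes for the last. Of 16 measured genes of the germline and the preimplantation embryo, 0 were higher and 0 lower, also when adjusted over the list alone, where the 5 lowest p-values were those of Dppa3, Pramel6, Pramel7, Rhox5 and Calcoco2 (limma, adjusted p = 0.0648 for each). These 5 were chosen by the study on the same arrays. The list was not shifted as a whole (camera, adjusted p = 0.345; adjusted p = 0.0279, with higher values in STAT3-MER cells, without WT replicate 1, where the adjusted p = 0.913 with an estimated correlation).

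**Figure D3:**
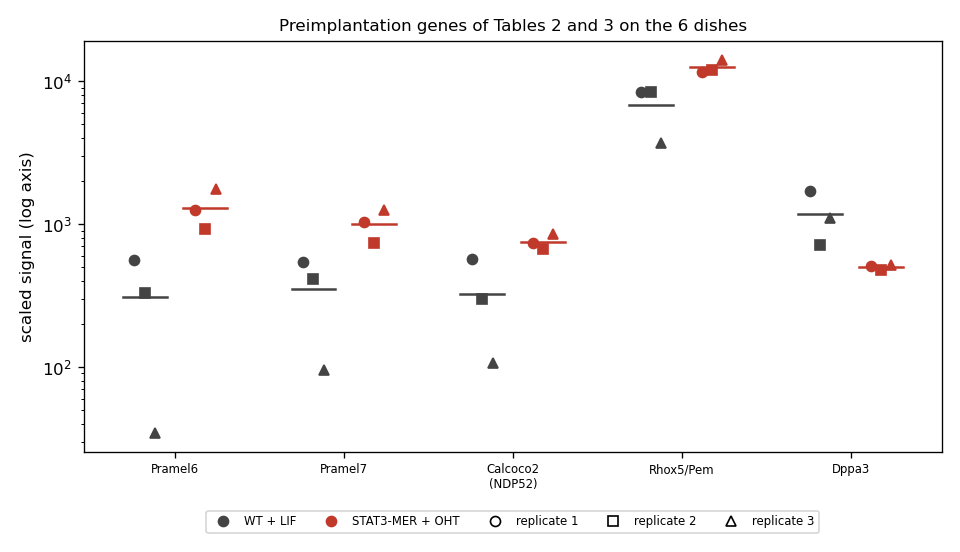
Signals of Pramel6, Pramel7, Calcoco2 (NDP52), Rhox5/Pem and Dppa3 in the 3 WT dishes (grey) and the 3 STAT3-MER dishes (red) on a log axis, with marker shapes for the replicate numbers and horizontal lines for the group means. WT replicate 3, the triangle in grey, is the lowest dish for the first 4 genes and lies between the other WT dishes for Dppa3.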

Dppa3 (developmental pluripotency-associated 3; Stella; PGC7; Crg1) is preferentially expressed in primordial germ cells, oocytes and preimplantation embryos. In blastocysts, Dppa3 is expressed in TE and ICM and in the early postimplantation embryos Dppa3 expression disappears. The expression re-emerges when at day E7.5 the first primordial germ cells (PGCs) appear [53]. Dppa3 knockout mice are compromised in development; some embryos develop to the two or four cell stage, but fail to reach 8-cell stage [45,54]. Dppa3 was proposed by Sato et al. to play a role in germ line specification in mice by preventing nascent germ cell populations from a somatic cell fate and by retaining their pluripotency [53]. The embryonic function of NDP52l1 (Nuclear dot protein 52) is to date unclear but it is capable of forming dimers and contains leucine zipper motifs indicating a possible function in splicing processes [55].

Pramel6 and Pramel7 (preferentially expressed antigen in melanoma like 6 and 7) are prevalently expressed in preimplantation embryos and embryonic pluripotent cells [45]. Our results confirm these expression patterns and clearly show that whereas Pramel6 is typically expressed in all cells of the morula and blastocyst, Pramel7 is expressed only in the inner part of the morula and in the ICM of the blastocyst. The function of the Pramel genes in embryonic development is unknown, but interestingly, PRAME inhibits retinoic-acid induced differentiation in mouse embryonic carcinoma F9 cells [56]. Recently Kaji et al (2006) showed that Pramel6 and Pramel7 expression is mediated by Mbd3, a component of the nucleosome remodelling and histone deacetylation (NuRD) complex [57]. Kaji et al. proposed that the Mbd3/NuRD-mediated silencing of Pramel6 and Pramel7 in ES cells offers an epigenetic environment in which Mbd3/NuRD is not absolutely required but facilitates differentiation. Furthermore the authors describe that Mbd3 deficiency leads to down regulation of Dppa3 in ES cells. Taken altogether, expression pattern analysis suggests that Dppa3, Pramel6 and Pramel7 are collaborating in deciding the fate of ES cells.

We were further interested in clarifying if some of the identified STAT3-pathway related genes could individually maintaining pluripotency in ES cells. Pem/Rhox5 and Pramel7 were chosen for this experiments: Pramel7 because of its characteristic expression pattern in the central part of the morula and in the inner cell mass of the blastocyst, an expression pattern which is very similar to the one observed for Nanog [25] and is typical for a gene involved in maintenance of pluripotency. Pem/Rhox5 because it was previously described in the literature as a gene blocking the differentiation capacity of the ICM and of ES cells [52,51]. Overexpression of Pramel7 and Pem/Rhox5 in ES cells and cultivation in absence of LIF, allowed the maintenance of pluripotency, as shown by IHC with the typical pluripotency related markers OCT-3/4 and SSEA-1 and with alkaline phosphatase staining, indicating the importance of these proteins in maintaining ES cells in a pluripotent state (Figure 4).

## Conclusion

In summary the data presented here indicates that the overexpression of functional STAT3-MER in FVB/N blastocysts sustains and facilitates the establishment of germline competent ES cells in absence of LIF. Our findings open up the possibility of establishing germline competent ES cells from non-permissive mouse strains by manipulation of the STAT3 signal transduction pathway. Furthermore, gene expression analysis of these transgenic cells cultivated in presence of OHT showed that 26 genes were differentially expressed compared to WT cells cultivated in presence of LIF. By *in situ *hybridization analysis it was possible to identify four up-regulated genes (Hexokinase II, Lefty2, Pramel7, PP1rs15B) whose expression was restricted to the ICM of the blastocysts. Overexpression of two of the upregulated genes, Pem/Rhox5 and Pramel7, in E14 cells and cultivation in absence of LIF demonstrated that these two genes are able to maintain the embryonic stem cells in a pluripotent state without addition of LIF to the culture media.

## Methods

### Generation, Identification, and Maintenance of Transgenic Mice

The pCAGmusstat3ER plasmid containing the full length sequence of murine STAT3 cDNA fused to the ligand-binding domain of mouse estrogen receptor under the control of the chicken β-actin promoter [15] was propagated in *Escherichia coli *DH5α and the minigene was excised with NotI. The fragments were purified from a 1% agarose gel with a Qiaquick extraction kit (Qiagen, Basel, Switzerland) and processed as described. Nuclear injections into fertilized FVB/N oocytes were carried out by conventional methods [27,28]. Transgenic founder were identified by PCR using the β-actin promoter specific primer ggbactfor2: (5'-GGG TTC GGC TTC TGG CGT G-3') and a STAT3 specific primer mmSTAT3back2: (5'-CCA AGG TGC CAG GAA CTG CCG-3'). Two primers specific for the TAG-1 gene (TAG82B: 5'-ACA CGA AGT GAC GCC CAT CCG T-3'; TAG83F: 5'-GGA GGA GAG AGA CCC CGT GAA A-3') were used as a positive control for both wild-type and transgenic mice. ggbactfor2 and mmSTAT3back2 generate a 397 bp band whereas TAG82B and TAG83F generate a 300 bp product.

### Cell culture

#### ES Cell Medium for FVB/N ES cells

KSR-KDMEM (Invitrogen) with 1000 units per ml human LIF, KSR-KDMEM w/o LIF and KSR-KDMEM w/o LIF with 1 μM 4-hydroxytamoxifen (OHT, Sigma).

#### ES Cell Medium for E14 ES cells

G-MEM (Sigma) containing 100 mM sodium pyruvate (GIBCO), 10%FBS, 50 mM β-mercaptoethanol and containing 10^7 ^U/ml ESGRO murine LIF (Chemikon Int.).

#### Embryonic feeder fibroblasts (MEF)

were derived from explanted day 14 foetuses of CD-1-M-TKneo strain mice [29]. Prior to co-culturing with ES cells, confluent layers of MEF (passage 2) cells were treated with mitomycin C (10 μg/μl) for 2.5 hrs and extensively washed. Growth arrested fibroblasts were used as feeder cells for up to one week.

### Embryo recovery, embryo culture, isolation of ES cell lines

Donor females of strains FVB/N (RCC Füllinsdorf, Switzerland and Harlan Horst Postbus, Netherlands) were induced to ovulate by an intra peritoneal injection of 5 I.U. of PMSG (Pregnant mare serum gonadotropin, Folligon, Intervet), followed 46 h later by an intra peritoneal injection of 5 I.U. HCG (human chorionic gonadotropin: Chorulon, Intervet). Subsequently, donor females were mated with STAT3-MER transgenic male mice. Morulae were flushed from the uterotubal junction 3 days after mating and cultured overnight in M16 medium (Sigma). Fully expanded blastocysts were transferred onto MEF in KSR-KDMEM, KSR-KDMEM without LIF with 1 μM OHT or KSR-KDMEM without LIF and cultured at 37°C in an atmosphere of 10 % CO_2 _in air for 6–7 days without media changes. Full-grown ICMs were picked from the outgrown TE and transferred into droplets of trypsin-EDTA solution (Invitrogen) by a mouth-controlled glass-capillary. The ICMs were dissociated mechanically into groups of cells and these aggregates reseeded onto embryonic feeder fibroblasts. 3–4 days later, compact stem cell colonies could be identified. Single colonies were dissociated as described above and reseeded. Subsequently, non-differentiating clonal lines were partly frozen, partly passaged onto 6 cm plates, and split after 2–3 generations for further characterization.

### Karyotype and Sex Determination of ES cell lines

For chromosome counts, ES cells were pre-treated for 3 hrs with colcemide (Sigma, 0.05 μg/ml) and metaphase spreads were prepared according to Triman et al. (1975). Sex determination was carried out using primers specific for the smcy (Selected Mouse cDNA on Y) a gene that maps to the short arm of the mouse Y-chromosome and its X-chromosome homolog smcx (Selected Mouse cDNA on X). The primers bind to both homologues but amplify fragments of different sizes on the X and the Y chromosome. Female cell lines exhibit a single band of 341 bp whereas male cell lines exhibit 2 bands of 341 and 312 bp respectively. The following primers were used: SMC4-1: 5'-CTG AAG CCT TTG GCT TTG AGC AAG CTA C-3'; SMCX-1: 5'-CAA AGA ATT TGG CAG CGG TTT CCC T-3'.

### Generation of injection chimeras

C57BL/6 host embryos were recovered at the morula stage from the oviducts of hormonally treated females and cultured overnight (see above). Blastocysts were transferred into drops of M16 medium (Sigma) and ES cells into drops of HEPES-buffered ES-medium. About 10–15 ES-cells were injected into each blastocyst. After a recovery period of about 2 hrs, injected blastocysts were transferred into the uterine horns of pseudo pregnant NMRI foster mothers (Harlan, England). Chimeric offspring were identified by the absence of coat color pigmentation. Chimeric males were set up to breed at the age of about 8 weeks.

### Western Blotting

ES cell cultures were homogenized with RIPA buffer (50 mM Tris-Cl pH 7.4, 1% NP-40, 0.25% Sodium Deoxycholate, 150 mM NaCl). Protein concentration was determined with BCA-Method (Pierce). Samples were subjected to SDS-PAGE and blotted onto PVDF membranes (Millipore, Volketswil, Switzerland) at 100 V for 1–2 h at 4°C. Immunodetection and chemiluminescent visualization were performed as recommended by the supplier of the chemiluminescence blotting kit (Roche Diagnostics, Rotkreuz, Switzerland). Anti STAT3 antibody (C-20) was purchase from Santa Cruz Biotechnology, anti-phospho (Y705) was purchased from New England Biolabs.

### Immunohistochemistry and alkaline phosphatase staining

For alkaline phosphatase staining the cells were washed with CMF-PBS and fixed in 4% paraformaldehyde in PBS. The cells were washed with PBT (PBS with 0.1% triton X) and incubated in alkaline phosphatase buffer (100 mM Tris-Cl pH9.5, 50 mM MgCl_2_, 100 mM NaCl) containing the AP-substrates nitrotetrazolium-blue and X-phosphate (Roche Diagnostics, Rotkreuz, Switzerland).

For immunohistochemistry the cells were washed in PBS and fixed with 4% paraformaldehyde in PBS. Cells were washed with PBT and incubated with the primary antibodies diluted in PBT containing 2% (v/v) horse serum. Secondary fluorescence labelled antibodies were used for detection. Anti OCT-3/4 (N-19) antibodies were purchased by Santa Cruz Biotechnology, SSEA-1 (Mouse mAb) by Chemicon International and Alexa Fluor 488 anti mouse and Alexa Fluor 594 anti rabbit secondary antibodies were purchased from Molecular Probes.

### cRNA labelling and Hybridization of microarrays

#### cDNA synthesis 1^st ^round of amplification

RNA was combined with 1 μg of T7-dT primer (5'-GGC CAG TGA ATT GTA ATA CGA CTC ACT ATA GGG AGG CGG-(dT)24-3') in a total volume of 12 μl and incubated at 70°C for 10 min. The reaction was placed on ice and the following reagents added in a total volume of 20 μl: first strand buffer (1×), DTT (10 mM), dNTP mix (500 μM), and Superscript III (200 units, Invitrogen) and incubated at 42°C for 2 h. Second strand synthesis was performed by adding the following reagents in a total volume of 150 μl: second strand buffer (1×), dNTP mix (200 μM), *E. coli *DNA ligase (10 units), *E. coli *DNA polymerase (40 units), RNase H (2 units), and incubated at 16°C for 2 h. T4 DNA polymerase (10 units) was then added to fill in the ends of the cDNA and incubated at 16°C for an additional 15 min. Following phenol:chloroform extraction and ethanol precipitation, the cDNA was resuspended in RNase-free water. Transcription was performed using Ambion's (Austin, USA) MEGAscript reagents. A 20 μl reaction containing cDNA, NTP mix (7.5 mM), reaction buffer (1×), and 2 μl enzyme mix was incubated at 37°C for 4 h and the primary cRNA was purified using the RNeasy kit (Qiagen, Chatsworth, CA) per the manufacturer's specifications. Two hundred nanograms of the purified cRNA were then carried forward in the secondary amplification. Samples with less than 200 ng cRNA were concentrated to a 5 μl volume and the entire sample used for the next round of amplification.

#### cDNA synthesis 2^nd ^round of amplification

First-strand cDNA was synthesized by incubating the above cRNA with 1 μg of random primers (Invitrogen, Carlsbad, CA) at 70°C for 10 min. The reaction was then placed on ice and the following reagents added in a 20-μL reaction: first-strand buffer (1×), DTT (10 mM), dNTP mix (500 μM), and Superscript III (200 units). The reaction was incubated at 42°C for 2 h. RNase H (2 units) was added to the reaction and incubated at 37°C for 20 min and then heat-inactivated. The cDNA was combined with 1 μg of the T7-dT primer and incubated at 70°C for 10 min. The reaction was then placed on ice and the following reagents added for a final volume of 150 μl: second-strand buffer (1×), dNTP mix (200 μM), *E. coli *DNA Polymerase (40 units), and then incubated at 16°C for 2 h. T4 DNA polymerase (10 units) was added to fill in the ends of the cDNA and incubated at 16°C for an additional 15 min. The cDNA was purified with phenol:chloroform and precipitated with ethanol.

#### Biotin secondary IVT

The secondary transcription reaction was performed using the Enzo BioArray HighYield RNA kit (Affymetrix, Santa Clara, CA). The secondary cDNA was incubated at 37°C for 4 h in a 40 μl reaction as indicated by in the manufacturer recommendations and the labelled cRNA purified using the RNeasy kit.

### Array Hybridizations and Analysis

The hybridizations were performed with the Murine Genome U74v2 Set, consisting of three GeneChip^® ^probe arrays (U74Av2, U74Bv2 and U74Cv2), together they contain probe sets corresponding to approximately 36,000 full-length mouse genes and EST clusters from the UniGene database. The biotin-labeled cRNA was fragmented in 40 mM Tris-acetate buffer pH 8.1 containing 100 mM potassium acetate and 30 mM Magnesium acetate. 15 μg of every labelled cRNA was mixed with the appropriate buffers and hybridized to respectively a mouse U74Av2, U74Bv2 and U74Cv2 (Affymetrix) for 16 h at 45°C. Computer analysis of the resulting data was performed using the dCHIP software package. Samples were run on triplicate microarrays (three independently cultivated, isolated and labelled WT probes and three independently cultivated, isolated and labelled STAT3-MER probes) and the resulting data combined into subsets and compared using dCHIP. The 18 .CEL files generated by the Affymetrix Microarray Suite (MAS) were converted in .DCP files using dCHIP. The .DCP files were normalized and raw gene expression data generated. Comparison was performed using the dCHIP software wherein the three WT FVB ES cells were designated as "baseline" (B) and the three STAT3-MER overexpressing ES cells designated as "experiment" (E). Genes expressed 1.5 fold higher or lower in the WT versus STA3-MER cells were then identified by defining the appropriate filtering criteria in the dCHIP software (E/B < 1.5 or B/E > 1.5; E-B > 100 or B-E > 100, P < 0.1, t-test). Calculations were performed with both the PM/MM (perfect match/mismatch) difference model and the PM (perfect match) only model in order to compare the results. The microarray data is deposited in the Gene Omnibus Repository (GEO), accession number GSE11398.

### Real-Time Quantitative PCR (Q-PCR)

The total RNA from cultured ES cells was obtained using Qiagen RNeasy mini-kit and reverse transcribed with oligo-dT primers (Invitrogen) and SuperscriptIII (Invitrogen). Quantitative Real time experiments were performed with the SyberGreen technology using the QuantiTect SYBR kit (Qiagen) and a Rotorgene 6000 cycler (Corbett). For quantitation of gene expression comparative Ct-method was used after normalization with β-actin. The following primers were used:

βactin_fwd: 5'-cat cca ggc tgt gct gtc cct gta tgc-3'

βactin_bwd: 5'-gat ctt cat ggt gct agg agc cag agc-3'

Lefty2_fwd: 5'-aca gcg cgg atg tgg agg aga tgg-3'

Lefty2_bwd: 5'-atc ctc acg gac tct cag cca ttc a-3'

Eif2s2_fwd: 5'-tac atc gtc aac cca aac atc tcc ttg c-3'

Eif2s2_bwd: 5'-ggc acg gag ctg tgc tcg ctt-3'

Dppa3_fwd: 5'-agg gtc cgc act ttg ttg tcg gtg c-3'

Dppa3_bwd: 5'-gct cct aat tct tcc cga ttt tcg cat-3'

Hexokinase2_fwd: 5'-tgt ggt ggc cgt ggt aaa tg-3'

Hexokinase2_bwd: 5'-tct tga ggc gct ctg aga tg-3'

NDP5211_fwd: 5'-cat gag cag cta cag agg aag ca-3'

NDP5211_bwd: 5'-gtg cct cag att cac tgt gta gct aa-3'

Nanog_fwd: 5'-aca agg gtc tgc tac tga gat gc-3'

Nanog_bwd: 5'-gga gac ttc ttg cat ctg ctg g-3'

Pem/Rhox5_fwd: 5'-ctt ccg tgg aca aga gga ag-3'

Pem/Rhox5_bwd: 5'-tgt cat agc cgg cat atg tg-3'

Ppp1r15b_fwd: 5'-gcc ttc aag ctg gtc tag tc-3'

Ppp1r15b_bwd: 5'-cat cgc tat caa agc cat cg-3'

Pramel6_fwd: 5'-cag gaa gac gag tgg caa agc acg t-3'

Pramel6_bwd: 5'-agc cct gga atc tca tag cct aca tc-3'

Pramel7_fwd: 5'-gag gag aag cag aac atc agc aag a-3'

Pramel7_bwd: 5'-ctc tta gag gcg tga cat cta ggt t-3'

Stat3_fwd: 5'-ggc aag ggc ttc tcc ttc tg-3'

Stat3_bwd: 5'-agc tgc tgc ttg ttg gtg tat gg-3'

Skp2_fwd: 5'-cag ctg ctc cag act gga tg-3'

Skp2_bwd: 5'-ggt tcc ctc tgg cac gat tc-3'

Socs3_fwd: 5'-cct cca gca tct ttg tcg gaa gac-3'

Socs3_bwd: 5'-tac tga tcc agg aac tcc cga atg-3'

Trim41_fwd: 5'-tga gcc gca tgt ttt gtc agg ctg c-3'

Trim41_bwd: 5'-c aca ctt cgc gct gga cta gga gct-3'

Quantitative RT-PCR for each gene was done in triplicates and the values were normalized to the corresponding amounts of β-actin RNAs.

### In situ hybridization

Templates for riboprobe-synthesis were obtained by amplification through RT-PCR. Briefly, total RNA was isolated from FVB/STAT3-MER ES cells cultivated in presence of 4OHT and RT was performed with oligo-dT primers. 300–400 bp long fragments containing part of the ORF of the genes of interest were amplified by PCR and cloned in a pCRII^® ^TOPO^® ^dual promoter vector (Invitrogen). DNA templates for riboprobe synthesis were digested with appropriate enzymes to provide fragments for either sense or antisense orientation of the PCR product respect to the vector. Labelled riboprobes were synthesized by SP6 or T7 RNA polymerases by incorporation of digoxygenin-labelled UTPs.

The embryos were transferred in a micro pore insert (12 μm) sitting in a well of a 4 well plate and fixed with freshly prepared 4% PFA/PBS, washed twice in PBT and dehydrated once in 25%, 50%, 75% and twice in 100% methanol/PBT. The dehydration was followed by rehydration in the reverse order of the MeOH/PBT series 75%, 50%, 25% for 5 min each. The embryos permeabilized in RIPA buffer and refixed in 4% PFA/0.2% glutaraldehyde. After prehybridisation in hybridisation solution for ≥2 hours at 70°C the embryos were incubated in hybridisation solution containing 1.6 μg/ml of the corresponding riboprobe. As a control for the specificity of the labelling, in each hybridization experiment control embryos were hybridized with an equal concentration of a sense probe transcribed from the same template as the antisense probe. After high and low stringency washes hybridized riboprobes were detected using an AP-coupled anti-digoxygenin antibodies (Roche Diagnostics, Rotkreuz, Switzerland) and the AP-substrate BM-Purple (Roche Diagnostics, Rotkreuz, Switzerland). The staining reaction was stopped by rinsing in 2 mM EDTA/PBT. Embryos were subsequently post-fixed in 4% PFA/0.1% glutaraldehyde in PBT and cleared in a glycerol:PBT 1:1 solution.

### Overexpression of Pramel7, Pem/Rhox5 and Nanog

The full length open reading frames (ORF) of Pramel7 and Pem/Rhox5 were amplified by RT-PCR and sequenced. The full length cDNAs were cloned in the pfloxedNanog expression vector [25] by exchanging the Nanog cDNA with either the one of Pem/Rhox5 or Pramel7. The expression vectors were completely sequenced and finally electroporated in E14 ES cells. After selection with puromycin single colonies were isolated and their expression levels were determined by real time PCR. The clones with the strongest overexpression were chosen for further experiments.

## Abbreviations

ES cell: embryonic stem cell; ICM: inner cell mass; LIF: Leukemia Inhibitory factor: MEF: mouse embryonic fibroblasts; OCT-3/4: octamer-binding transcription factor 3/4; OHT: 4-Hydroxytamoxyfen; PRAME: preferentially expressed in melanoma; RTQ-PCR: reverse transcription quantitative PCR; STAT3: signal transducer and activator of transcription 3; STAT3-MER: STAT3 fusioned with a modified estrogen receptor; TE: trophectoderm.

## Authors' contributions

PC coordinated the project, conducted the experiments, analyzed the data and drafted the manuscript. EAC, SU and PL participated in performing experiments and acquisition and interpretation of data. TY and TM contributed in preparation of expression vectors. TR generated the transgenic mice by pronuclear injection. BL established the ES cell lines and performed the blastocyst injections. KB participated in coordination of the study and helped to draft the manuscript. All authors read and approved the final manuscript.

## References

[B1] Evans MJ, Kaufman MH (1981). Establishment in culture of pluripotential cells from mouse embryos. Nature.

[B2] Ledermann B (1997). Establishment of embryonic stem cell lines. Immunological Methods Manual.

[B3] Martin GR (1981). Isolation of a pluripotent cell line from early mouse embryos cultured in medium conditioned by teratocarcinoma stem cells. Proc Natl Acad Sci U S A.

[B4] Smith AG, Hooper ML (1987). Buffalo rat liver cells produce a diffusible activity which inhibits the differentiation of murine embryonal carcinoma and embryonic stem cells. Dev Biol.

[B5] Williams RL, Hilton DJ, Pease S, Willson TA, Stewart CL, Gearing DP, Wagner EF, Metcalf D, Nicola NA, Gough NM (1988). Myeloid leukaemia inhibitory factor maintains the developmental potential of embryonic stem cells. Nature.

[B6] Pesce M, Scholer HR (2001). Oct-4: gatekeeper in the beginnings of mammalian development. Stem Cells.

[B7] Rossant J (2001). Stem cells from the Mammalian blastocyst. Stem Cells.

[B8] Kishimoto T, Taga T, Akira S (1994). Cytokine signal transduction. Cell.

[B9] Taga T, Kishimoto T (1997). Gp130 and the interleukin-6 family of cytokines. Annu Rev Immunol.

[B10] Burdon T, Smith A, Savatier P (2002). Signalling, cell cycle and pluripotency in embryonic stem cells. Trends Cell Biol.

[B11] Stahl N, Farruggella TJ, Boulton TG, Zhong Z, Darnell JE, Yancopoulos GD (1995). Choice of STATs and other substrates specified by modular tyrosine-based motifs in cytokine receptors. Science.

[B12] Fukada T, Hibi M, Yamanaka Y, Takahashi-Tezuka M, Fujitani Y, Yamaguchi T, Nakajima K, Hirano T (1996). Two signals are necessary for cell proliferation induced by a cytokine receptor gp130: involvement of STAT3 in anti-apoptosis. Immunity.

[B13] Dudley DT, Pang L, Decker SJ, Bridges AJ, Saltiel AR (1995). A synthetic inhibitor of the mitogen-activated protein kinase cascade. Proc Natl Acad Sci U S A.

[B14] Burdon T, Stracey C, Chambers I, Nichols J, Smith A (1999). Suppression of SHP-2 and ERK signalling promotes self-renewal of mouse embryonic stem cells. Dev Biol.

[B15] Matsuda T, Nakamura T, Nakao K, Arai T, Katsuki M, Heike T, Yokota T (1999). STAT3 activation is sufficient to maintain an undifferentiated state of mouse embryonic stem cells. Embo J.

[B16] Stewart CL, Kaspar P, Brunet LJ, Bhatt H, Gadi I, Kontgen F, Abbondanzo SJ (1992). Blastocyst implantation depends on maternal expression of leukaemia inhibitory factor. Nature.

[B17] Li M, Sendtner M, Smith A (1995). Essential function of LIF receptor in motor neurons. Nature.

[B18] Ware CB, Horowitz MC, Renshaw BR, Hunt JS, Liggitt D, Koblar SA, Gliniak BC, McKenna HJ, Papayannopoulou T, Thoma B (1995). Targeted disruption of the low-affinity leukemia inhibitory factor receptor gene causes placental, skeletal, neural and metabolic defects and results in perinatal death. Development.

[B19] Yoshida K, Taga T, Saito M, Suematsu S, Kumanogoh A, Tanaka T, Fujiwara H, Hirata M, Yamagami T, Nakahata T, Hirabayashi T, Yoneda Y, Tanaka K, Wang WZ, Mori C, Shiota K, Yoshida N, Kishimoto T (1996). Targeted disruption of gp130, a common signal transducer for the interleukin 6 family of cytokines, leads to myocardial and hematological disorders. Proc Natl Acad Sci U S A.

[B20] Nichols J, Chambers I, Taga T, Smith A (2001). Physiological rationale for responsiveness of mouse embryonic stem cells to gp130 cytokines. Development.

[B21] Raz R, Lee CK, Cannizzaro LA, d'Eustachio P, Levy DE (1999). Essential role of STAT3 for embryonic stem cell pluripotency. Proc Natl Acad Sci U S A.

[B22] Kuhn R, Rajewsky K, Muller W (1991). Generation and analysis of interleukin-4 deficient mice. Science.

[B23] Taketo M, Schroeder AC, Mobraaten LE, Gunning KB, Hanten G, Fox RR, Roderick TH, Stewart CL, Lilly F, Hansen CT (1991). FVB/N: an inbred mouse strain preferable for transgenic analyses. Proc Natl Acad Sci U S A.

[B24] Schoonjans L, Kreemers V, Danloy S, Moreadith RW, Laroche Y, Collen D (2003). Improved generation of germline-competent embryonic stem cell lines from inbred mouse strains. Stem Cells.

[B25] Chambers I, Colby D, Robertson M, Nichols J, Lee S, Tweedie S, Smith A (2003). Functional expression cloning of Nanog, a pluripotency sustaining factor in embryonic stem cells. Cell.

[B26] Mitsui K, Tokuzawa Y, Itoh H, Segawa K, Murakami M, Takahashi K, Maruyama M, Maeda M, Yamanaka S (2003). The homeoprotein Nanog is required for maintenance of pluripotency in mouse epiblast and ES cells. Cell.

[B27] Littlewood TD, Hancock DC, Danielian PS, Parker MG, Evan GI (1995). A modified oestrogen receptor ligand-binding domain as an improved switch for the regulation of heterologous proteins. Nucleic Acids Res.

[B28] Akira S, Nishio Y, Inoue M, Wang XJ, Wei S, Matsusaka T, Yoshida K, Sudo T, Naruto M, Kishimoto T (1994). Molecular cloning of APRF, a novel IFN-stimulated gene factor 3 p91-related transcription factor involved in the gp130-mediated signaling pathway. Cell.

[B29] Becker S, Groner B, Muller CW (1998). Three-dimensional structure of the Stat3beta homodimer bound to DNA. Nature.

[B30] Li C, Hung Wong W (2001). Model-based analysis of oligonucleotide arrays: model validation, design issues and standard error application. Genome Biol.

[B31] Chambers I, Silva J, Colby D, Nichols J, Nijmeijer B, Robertson M, Vrana J, Jones K, Grotewold L, Smith A (2007). Nanog safeguards pluripotency and mediates germline development. Nature.

[B32] Sekkai D, Gruel G, Herry M, Moucadel V, Constantinescu SN, Albagli O, Tronik-Le Roux D, Vainchenker W, Bennaceur-Griscelli A (2005). Microarray analysis of LIF/Stat3 transcriptional targets in embryonic stem cells. Stem Cells.

[B33] Sharov AA, Piao Y, Matoba R, Dudekula DB, Qian Y, VanBuren V, Falco G, Martin PR, Stagg CA, Bassey UC, Wang Y, Carter MG, Hamatani T, Aiba K, Akutsu H, Sharova L, Tanaka TS, Kimber WL, Yoshikawa T, Jaradat SA, Pantano S, Nagaraja R, Boheler KR, Taub D, Hodes RJ, Longo DL, Schlessinger D, Keller J, Klotz E, Kelsoe G, Umezawa A, Vescovi AL, Rossant J, Kunath T, Hogan BL, Curci A, D'Urso M, Kelso J, Hide W, Ko MS (2003). Transcriptome analysis of mouse stem cells and early embryos. PLoS Biol.

[B34] Ramalho-Santos M, Yoon S, Matsuzaki Y, Mulligan RC, Melton DA (2002). "Stemness": transcriptional profiling of embryonic and adult stem cells. Science.

[B35] Ivanova NB, Dimos JT, Schaniel C, Hackney JA, Moore KA, Lemischka IR (2002). A stem cell molecular signature. Science.

[B36] Larsen L, Ropke C (2002). Suppressors of cytokine signalling: SOCS. Apmis.

[B37] Duval D, Reinhardt B, Kedinger C, Boeuf H (2000). Role of suppressors of cytokine signaling (Socs) in leukemia inhibitory factor (LIF) -dependent embryonic stem cell survival. Faseb J.

[B38] Auernhammer CJ, Bousquet C, Melmed S (1999). Autoregulation of pituitary corticotroph SOCS-3 expression: characterization of the murine SOCS-3 promoter. Proc Natl Acad Sci U S A.

[B39] Paul C, Seiliez I, Thissen JP, Le Cam A (2000). Regulation of expression of the rat SOCS-3 gene in hepatocytes by growth hormone, interleukin-6 and glucocorticoids mRNA analysis and promoter characterization. Eur J Biochem.

[B40] Jousse C, Oyadomari S, Novoa I, Lu P, Zhang Y, Harding HP, Ron D (2003). Inhibition of a constitutive translation initiation factor 2alpha phosphatase, CReP, promotes survival of stressed cells. J Cell Biol.

[B41] Sasaki AW, Doskow J, MacLeod CL, Rogers MB, Gudas LJ, Wilkinson MF (1991). The oncofetal gene Pem encodes a homeodomain and is regulated in primordial and pre-muscle stem cells. Mech Dev.

[B42] Bortvin A, Eggan K, Skaletsky H, Akutsu H, Berry DL, Yanagimachi R, Page DC, Jaenisch R (2003). Incomplete reactivation of Oct4-related genes in mouse embryos cloned from somatic nuclei. Development.

[B43] Oulad-Abdelghani M, Chazaud C, Bouillet P, Mattei MG, Dolle P, Chambon P (1998). Stra3/lefty, a retinoic acid-inducible novel member of the transforming growth factor-beta superfamily. Int J Dev Biol.

[B44] Dvash T, Mayshar Y, Darr H, McElhaney M, Barker D, Yanuka O, Kotkow KJ, Rubin LL, Benvenisty N, Eiges R (2004). Temporal gene expression during differentiation of human embryonic stem cells and embryoid bodies. Hum Reprod.

[B45] Maiti S, Doskow J, Sutton K, Nhim RP, Lawlor DA, Levan K, Lindsey JS, Wilkinson MF (1996). The Pem homeobox gene: rapid evolution of the homeodomain, X chromosomal localization, and expression in reproductive tissue. Genomics.

[B46] Han YJ, Park AR, Sung DY, Chun JY (1998). Psx, a novel murine homeobox gene expressed in placenta. Gene.

[B47] Li Y, Lemaire P, Behringer RR (1997). Esx1, a novel X chromosome-linked homeobox gene expressed in mouse extraembryonic tissues and male germ cells. Dev Biol.

[B48] Lin TP, Labosky PA, Grabel LB, Kozak CA, Pitman JL, Kleeman J, MacLeod CL (1994). The Pem homeobox gene is X-linked and exclusively expressed in extraembryonic tissues during early murine development. Dev Biol.

[B49] Fan Y, Melhem MF, Chaillet JR (1999). Forced expression of the homeobox-containing gene Pem blocks differentiation of embryonic stem cells. Dev Biol.

[B50] Sato M, Kimura T, Kurokawa K, Fujita Y, Abe K, Masuhara M, Yasunaga T, Ryo A, Yamamoto M, Nakano T (2002). Identification of PGC7, a new gene expressed specifically in preimplantation embryos and germ cells. Mech Dev.

[B51] Payer B, Saitou M, Barton SC, Thresher R, Dixon JP, Zahn D, Colledge WH, Carlton MB, Nakano T, Surani MA (2003). Stella is a maternal effect gene required for normal early development in mice. Curr Biol.

[B52] Sadler I, Crawford AW, Michelsen JW, Beckerle MC (1992). Zyxin and cCRP: two interactive LIM domain proteins associated with the cytoskeleton. J Cell Biol.

[B53] Epping MT, Wang L, Edel MJ, Carlee L, Hernandez M, Bernards R (2005). The human tumor antigen PRAME is a dominant repressor of retinoic acid receptor signaling. Cell.

[B54] Kaji K, Caballero IM, MacLeod R, Nichols J, Wilson VA, Hendrich B (2006). The NuRD component Mbd3 is required for pluripotency of embryonic stem cells. Nat Cell Biol.

[B55] Brinster RL, Chen HY, Trumbauer ME, Yagle MK, Palmiter RD (1985). Factors affecting the efficiency of introducing foreign DNA into mice by microinjecting eggs. Proc Natl Acad Sci U S A.

[B56] Wilmut I, Hooper ML, Simons JP (1991). Genetic manipulation of mammals and its application in reproductive biology. J Reprod Fertil.

[B57] Stewart CL, Schuetze S, Vanek M, Wagner EF (1987). Expression of retroviral vectors in transgenic mice obtained by embryo infection. Embo J.

How the deposited data were processed for this re-analysis (not part of the article)

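Gene expression was measured in 3 dishes of WT FVB/N ES cells with LIF and 3 dishes of 743 ES cells overexpressing STAT3-MER with OHT, each on the chips U74Av2, U74Bv2 and U74Cv2, as 18 arrays. The authors amplified the RNA in 2 rounds, hybridized it and deposited 1 signal intensity per probe set and array. These intensities are linear, carry no detection call and had been scaled by the authors so that the trimmed mean of each array was close to 500.1 to 500.3. The submitters' processing notes name MAS5, with no version. The values behind the tables of the paper are other values, which the authors computed with dChip from the same arrays by the PM/MM and PM-only models, and these were not used here.

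Groups and replicate numbers were taken from the sample labels and the paper. One U74Av2 array of STAT3-MER cells has no number in its label and was given number 2, which was left over. One array whose labels name 2 different chips was taken as U74Cv2, since its probe sets are those of this chip. Every column of the tables belongs to a sample.

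Each array was scaled to the mean of the trimmed means of its chip (2% left out on each side), which changed the signals by almost nothing, and log2(signal + 32) was compared between the groups with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend, 1 fit per chip, two-sided). P-values were adjusted by the Benjamini-Hochberg method over the 36701 probe sets that are not controls, with a threshold of 0.05. No filter on dim probe sets was applied. The criteria of the paper's methods (ratio of means over 1.5, difference over 100, p under 0.1 from the methods' t-test) were applied to the same signals as a second comparison. The paper does not give the form of this test, and unequal variances were allowed. Its text gives the first of them as a ratio below 1.5, which was read as above 1.5. Correlations with the RTQ-PCR values used exact permutation tests in scipy 1.17.1 with numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.

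Gene names come from the annotation of the chips, updated through the RefSeq genes of GRCm38.p6, and chromosomes from the same table. Probe sets paired with several genes or with none were tested but are not named, except those that the paper lists by their number. For gene lists, 1 probe set per gene was used, over 15964 genes. Probe sets without a suffix that marks possible cross-hybridization were preferred, and then the brightest. The chips of a dish were joined by replicate number. Whether WT numbers 1 and 2 name the same dishes on U74Av2 as on the other chips is in doubt. If not, estimated correlations and fry joined arrays of different WT dishes. Values without WT replicate 1 or 2 then left out arrays of different dishes. The 21 lists cover pluripotency, STAT3-induced genes, LIF and JAK-STAT signalling, eIF2 and the stress response, glycolysis, Nodal and BMP signalling, germline and preimplantation genes, ERK-responsive, interferon-responsive and estrogen-responsive genes, imprinted genes, NuRD and DNA methylation, the cell cycle, housekeeping genes, Y-linked genes with Xist, the genes of Tables 2 and 3, and markers of feeder fibroblasts, primitive endoderm, trophectoderm, mesoderm with primitive streak, and ectoderm with neural cells. They were tested with camera at a preset correlation of 0.01 and at an estimated correlation, and with fry, which tests whether members move one way without comparing them with other genes. The chromosomes were compared with camera in the same manner. Calls of lists were lost at the estimated correlation even where the estimate was below 0.01. Such a loss therefore does not decide against a shift.

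The lists, the tests, the alternatives and the rule for the genes to name were fixed before the data were examined. The rule took every gene of Tables 2 and 3, whose values in the paper had been seen, Stat3, Esr1, Nanog, Pou5f1, Alpl, Sox2, Socs1, Socs2, Mbd3 and Actb, probe sets past the threshold, and the 4 members of each list with the smallest p. A few further genes were named after their values were seen, among them fibroblast genes and Gchfr. The alternatives were quantile and median scaling, the values as deposited, pseudocounts of 8 and 100, a filter on dim probe sets, a trend-free variance model, adjustment within each chip, a replicate block, each dish left out in turn, other forms of the methods' t-test, a fold of 2, the mean of all probe sets of a gene, and U74Av2 alone. A feeder score as a covariate, the estrogen-responsive list without Esr1, the STAT3-induced list without Socs3, the correlation with RTQ-PCR with a dish left out and an estimated correlation for lists under the other settings were added after the data were seen.

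The fit was tested on simulated arrays of 36701 probe sets with 200 changed ones. The medians of the estimates were 1.01, 1.99 and 3.96 for true log2 changes of 1, 2 and 4, and 5 of 36501 unchanged probe sets were called. Over 15964 simulated genes, a list of 25 genes shifted by 0.5 on the log2 scale was found by camera (adjusted p = 1.86e-11), by camera with an estimated correlation (adjusted p = 0.027) and by fry (adjusted p = 0.00664), and none of the other lists was called. The number of arrays limits the precision of every value, and dim probe sets carry mostly noise.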

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

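The tests on this probe set and the comparison of splits were chosen after its values were seen. Esr1 was higher in the STAT3-MER cells on 1 of its 6 probe sets, with a log2 fold change of 9.01 (9.92 and 7.82 with pseudocounts of 8 and 100). The paper names the estrogen receptor's ligand-binding domain as part of the transgene and gives no array value for Esr1. This was the only probe set past the threshold, and among the 10 ways to split the 6 dishes into groups of 3, of which 1 gave a count that high, the highest count of any other split was 0. The splits are too few for a share under 0.05.

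A U74Av2 array that carries the label of the other group is argued against, but not an exchange of replicate numbers within a group. On this Esr1 probe set the lowest STAT3-MER array read 634 times the highest WT array. The WT arrays read 9.25 to 40.3 there, near background, so that the size of this ratio is not exact, and the arrays of the other 2 chips were not tested in this way. A signal of Stat3 too low to show a difference is also argued against, since the brightest Stat3 probe set, with a ratio of 1.13 between the groups, read 5.82 times the median of its chip. The paper states that the transgene carries the whole Stat3 coding region and the ligand-binding domain of the estrogen receptor. This probe set could read the latter. It stays open that the Stat3 probe sets read a part of Stat3 outside the transgene. A transgene with only a part of Esr1 would leave other Esr1 probe sets low, and 5 of 6 had a ratio below 2. Where each probe set lies on the transcripts was not analysed here. A change of the endogenous gene Esr1 in the STAT3-MER line, as the biological alternative, was not tested apart from these probe sets.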

How the results depend on the processing

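The feeder score as a covariate, the lists without Esr1 or Socs3 and the estimated correlation under the other settings were chosen after the data were seen. Of 95 results, 61 kept their direction and their side of the threshold, or moved by less than their spread, under all of their alternatives. Esr1 passed under every limma setting, with an adjusted p between 2.56e-06 and 0.00115, and no probe set was lower under any of them. The count of higher probe sets was 0 with the methods' t-test after adjustment and 1 to 2 with a dish left out, Gchfr (log2 fold change 3.63, adjusted p = 0.0248) being added without WT replicate 3. At a fold of 2 the study's criteria gave 234 higher and 197 lower probe sets, and with the equal-variance form of their test 525 and 433. The cause was not tested for any change of sign or call, apart from settings that test fewer genes or dishes by construction.

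With the replicate number as a block the counts were again 1 and 0 (Esr1, adjusted p = 0.00115), and 2 gene lists passed at the preset correlation, STAT3-induced and estrogen-responsive genes (adjusted p = 0.894 for each with an estimated correlation). The numbers do not pair the dishes on every chip, since deviations from the group means of same-numbered dishes correlated at -0.433, -0.497 and 0.429 on U74Av2, 0.323, 0.4 and 0.201 on U74Bv2, and 0.166, 0.229 and 0.118 on U74Cv2. Each dish correlated best with its own number on U74Bv2 and U74Cv2, and on U74Av2 replicates 1 and 2 did not. There WT replicate 1 correlated best with STAT3-MER replicate 2 (0.639) and WT replicate 2 with STAT3-MER replicate 1 (0.601). The block used the numbers of the labels, which do not match these correlations on U74Av2, and no block with other pairs was run. For replicates 1 and 2 on U74Av2 the block therefore did not take out the variation that dishes of the 2 groups share.

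With a dish left out, log2 fold changes that changed sign ranged over -0.10 to 0.35 for the brightest Stat3 probe set, -0.0491 to 0.45 for Nanog, -0.22 to 0.51 for Alpl, -0.20 to 0.0886 for Sox2, -0.23 to 0.0843 for Socs1, -0.31 to 0.61 for Socs2, -0.41 to 0.14 for Mbd3, -0.53 to 0.0675 for Actb, -0.58 to 0.92 for another Stat3 probe set, -0.61 to 0.34 for the dimmest Stat3 probe set. Socs2 was -0.0422 with the feeder score as a covariate. At the preset correlation, lists past the threshold were 2 to 4 with a dish left out (4 without WT replicate 1), 1 with the mean of all probe sets of a gene and 4 with U74Av2 alone, where 1 chromosome also passed, and all of these lists were lost with an estimated one. The adjusted p of the estrogen-responsive list was 0.697 with the mean of all probe sets and 0.345 without Esr1, and it passed under every other setting at the preset correlation. For the list STAT3-induced genes it was 1.54e-04 to 0.191 with a dish left out (0.191 without WT replicate 2 and 0.160 without STAT3-MER replicate 2) and 0.0169 without Socs3, also at the preset correlation. With an estimated correlation none of the 42 calls of lists at the preset one, over all settings, was kept (adjusted p = 0.129 to 0.988). Calls were also lost where the estimate lay below the preset 0.01. For the estrogen-responsive list with all dishes it was -0.0147 (camera, adjusted p = 0.394). A lost call is therefore no evidence that the genes of a list correlate, and it does not decide against a shift. Lists that turned sign with a dish left out had an adjusted p of 0.326 to 0.967 (cell cycle), 0.00284 to 0.775 (feeder fibroblast), 0.0272 to 0.975 (glycolysis), 0.47 to 0.967 (imprinted genes), 0.027 to 0.516 (interferon-responsive genes), 0.612 to 0.961 (LIF and JAK-STAT signalling), 0.207 to 0.967 (NuRD and DNA methylation), 0.0416 to 0.961 (primitive endoderm), 0.326 to 0.967 (Y-linked genes and Xist). Other lists turned sign without passing the threshold, ectoderm and neural (0.856), mesoderm and primitive streak (0.616) and NuRD and DNA methylation (0.929) on probe sets at or above the chip median, NuRD and DNA methylation after quantile normalization (0.898), Nodal and BMP signalling and NuRD and DNA methylation with U74Av2 alone (0.818 each), and the cell cycle with the mean of probe sets (0.737). Dim signals limit what can be seen, since a probe set near background shows only part of a change.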

Differences from the paper's values

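The values of the paper for Tables 2 and 3 come from dChip models and, by a different assay, from RTQ-PCR, and those here are ratios of mean deposited signals, negative where the STAT3-MER cells are lower. The paper reports a 33 times higher STAT3-MER expression in the 743 line, which is also the rounded value that its Fig. 1C gives for STAT3 by RTQ-PCR. The ratio here was 1.13 on the brightest Stat3 probe set, which differed under every alternative, and 1198 on 1 of the 6 probe sets of Esr1, the gene of the estrogen receptor part of STAT3-MER. The WT arrays read 9.25 to 40.3 on this Esr1 probe set, near background, so that 1198 is not an exact size. Whether the Stat3 probe sets read the transgene was not analysed here.

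The RTQ-PCR values of the paper (mean ± SD) were larger than the array ratio for Ndp52 (6.72 ± 0.67 in the paper, 2.31 here), Rhox5/Pem (3.64 ± 0.3 in the paper, 1.83 here), Pramel6 (10.0 ± 0.37 in the paper, 4.21 here), Pramel7 (8.51 ± 0.92 in the paper, 2.88 here) and Dppa3 (-11.4 ± 1.51 in the paper, -2.34 here). Of the alternatives set before the data were examined, the difference fell within the spread only for Pramel6 without WT replicate 1 (7.14), and it stayed for the other genes under all of them. For Nanog, Fig. 1C of the paper gives about 2.0 times the WT level by RTQ-PCR, rounded here, and the array ratio was 1.05. It was 1.38 without WT replicate 1, less than 1.5 times apart, and differed under the other alternatives.

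For Eif2s2 the paper reports 1.98 by the PM/MM model, 1.96 by the PM-only model and 1.80 ± 0.09 by RTQ-PCR, against 3.47 here, and all 3 differed under every alternative. For Trim41 the paper reports 4.11 by the PM-only model against 1.07 here, under every alternative as well, while its RTQ-PCR value is 1.07. For Socs3 the paper reports 1.75 by the PM/MM model, 1.56 by the PM-only model and 2.34 ± 0.35 by RTQ-PCR, against 4.91 here. The ratio here had an SD of 5.66, so that these differences were within the spread. The values of both models differed without WT replicate 1 (10.7). For Tmem109 the paper reports -1.89 by the PM/MM model and the ratio here was -1.23. The PM-only value of the paper, -1.73, differed only without WT replicate 1 (-1.12) and without STAT3-MER replicate 3 (-1.04) and was otherwise within the spread. The PM/MM value was within it without STAT3-MER replicate 1 (-1.51) and without STAT3-MER replicate 2 (-1.23), was less than 1.5 times apart under median scaling (-1.31) and without WT replicate 2 (-1.35), and differed under the others.

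At the stated thresholds the paper finds 13 genes higher and 13 lower, and the deposited signals gave 405 probe sets higher and 320 lower, which differed under every alternative, with 234 and 197 at a fold of 2. The paper states that the genes of both tables differ significantly by its criteria. Of its probe sets, 9 of 13 and 6 of 14 met all of the criteria on the deposited signals, and all 27 had the direction the paper gives.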

Other observations

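Genes that are known to respond to estrogen were shifted towards higher values in the STAT3-MER cells as a list of 13 (camera, adjusted p = 0.0032; with an estimated correlation, adjusted p = 0.394; fry, adjusted p = 0.00871). Esr1 itself is a member and was the only one to pass, also when adjusted over the list alone. Without Esr1, an alternative chosen after the data were seen, the adjusted p was 0.345. Nrip1, a co-repressor of estrogen receptors, gave 1353 ± 198 in WT and 1999 ± 56 in STAT3-MER cells (signal, mean ± SD, n = 3 dishes each), and Esr2 read 26.8 ± 15.8 and 9.6 ± 1.16. Of the list, 4 genes are also in other lists and 1, Igf1, is in Table 2.

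No member of 7 other lists passed limma's test, over all probe sets or adjusted over the list alone, and none of these lists was shifted with all 6 dishes. The estimated correlation with a dish left out was an alternative chosen after the data were seen. Among 18 genes that respond to ERK signalling (camera, adjusted p = 0.345; 0.0373 without WT replicate 3, where the adjusted p = 0.631 with an estimated correlation), the ERK inhibitor Spred1 gave 359.9 ± 238 in WT and 798 ± 74.1 in STAT3-MER cells and lay higher in 3 of 3 STAT3-MER dishes. Its other 4 probe sets, on which the groups overlapped, had ratios of 1.11, 1.28, 1.41 and -1.43, where a minus sign marks WT over STAT3-MER. Mcl1, which blocks apoptosis, gave 1516 ± 461 and 1081 ± 103. Among 24 imprinted genes (adjusted p = 0.806), Peg3 gave 2258 ± 784 and 1414 ± 189. Among 17 genes of NuRD and DNA methylation (adjusted p = 0.938), the methyltransferase gene Dnmt1 gave 2179 ± 417 and 2802 ± 142, and Mbd3 had a log2 fold change of -0.11 (standard error 0.30). The adjusted p was 0.603 for 24 interferon-responsive genes (0.027, and adjusted p = 0.988 with an estimated correlation, without STAT3-MER replicate 3), 0.832 for 31 genes of the cell cycle, 0.523 for 10 housekeeping genes and 0.806 for 6 Y-linked genes with Xist.

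The test of quantile-normalised values in this paragraph was written before its result was seen, and the other 3 were chosen after. Fibroblast genes differed between dishes, and the deviations of WT replicates 1 and 2 ran in opposite order on U74Av2 and U74Bv2. The mean log2 deviation of 50 fibroblast probe sets of U74Av2 was 0.23, -0.35 and 0.34 in WT replicates 1 to 3 and -0.86, 0.44 and 0.20 in STAT3-MER replicates 1 to 3, while on U74Bv2 (6 probe sets) it was -0.63 and 0.17 in WT replicates 1 and 2, and on U74Cv2 (7 probe sets) 0.41 and -0.08. Array scaling is argued against, since the range of this score on U74Av2 was still 1.24 after quantile normalisation. Feeder RNA carried over in different amounts stays open, because the fibroblast probe sets of U74Av2 moved together with a mean correlation of 0.381 over the 6 arrays, against 0.0214 for housekeeping genes. It was 0.570 on U74Bv2 (housekeeping -0.189) and -0.0183 on U74Cv2, so that the 0.5 set for it was passed on 1 of the 3 chips. Interferon-responsive genes had 0.418 on U74Av2, -0.0247 on U74Bv2 and -0.190 on U74Cv2. Their score on U74Av2 was lowest in STAT3-MER replicate 1 (-0.72), as the fibroblast score was. On U74Bv2 it was lowest in WT replicate 1 (-0.40), where the fibroblast score was lowest in STAT3-MER replicate 1. Whether feeder cells express interferon-responsive genes was not analysed, so this list cannot count for or against feeder RNA. As a hypothesis, the numbers 1 and 2 of the WT dishes may be exchanged on U74Av2. Over genes measured on 2 chips, the U74Av2 array of WT replicate 1 correlated better with WT replicate 2 than with WT replicate 1 by at least 0.152 on the other chips, and with U74Bv2 WT replicates 1 and 2 correlated at -0.259 and -0.253 with the same number and at 0.257 and 0.322 with the other number, where STAT3-MER replicates 1 and 2 had 0.217 and 0.225 with the same number. A different reading of a gene by probe sets of different chips stays open as a part of it, since STAT3-MER arrays with the same number correlated as low as -0.00484 for one pair of chips. No array was assigned anew. No biological explanation was tested.

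The test in this paragraph was chosen after the values were seen. Pramel6, Pramel7, Calcoco2 and Rhox5 were lowest in WT replicate 3, by -2.81, -1.98, -1.68 and -1.19 on the log2 scale against the mean of WT replicates 1 and 2. Dilution of the ES cell RNA by feeder cell RNA could lower them, but the median of 22 pluripotency genes fell by 0.34 (SD 0.42 over the genes), which is 0.287 of the smallest fall of the 4 genes, and 0 of the 22 fell as far as that, so that dilution alone is argued against. Nanog and Sox2 were lower by 0.56 and 0.48, and Pou5f1 lay between WT replicates 1 and 2. A difference in the state of the cells of this dish stays open and was not tested.

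The comparisons of splits for lists and chromosomes were planned before their results were seen, and that for the criteria after. Among the 10 splits of the 6 dishes, the criteria of the paper's methods picked 725 probe sets for the real groups and up to 1314 for another split, and 9 splits, the real one included, gave as many. Gene lists past the threshold at the preset correlation were 2 for the real groups and up to 4 for another split, with 7 splits as high, and chromosomes past it were 0 in all 10. Dishes of different groups correlated on every chip, so splits that join such dishes are no value for chance. The split of WT replicates 1 and 2 with STAT3-MER replicate 3 keeps the best correlated dishes apart. It gave 660 probe sets at the criteria and 0 lists. The splits are too few for a share under 0.05.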
